# *Lhx3/4* initiates a cardiopharyngeal-specific transcriptional program in response to widespread FGF signaling

**DOI:** 10.1371/journal.pbio.3002169

**Published:** 2024-01-25

**Authors:** C. J. Pickett, Hannah N. Gruner, Bradley Davidson

## Abstract

Individual signaling pathways, such as fibroblast growth factors (FGFs), can regulate a plethora of inductive events. According to current paradigms, signal-dependent transcription factors (TFs), such as FGF/MapK-activated Ets family factors, partner with lineage-determining factors to achieve regulatory specificity. However, many aspects of this model have not been rigorously investigated. One key question relates to whether lineage-determining factors dictate lineage-specific responses to inductive signals or facilitate these responses in collaboration with other inputs. We utilize the chordate model *Ciona robusta* to investigate mechanisms generating lineage-specific induction. Previous studies in *C*. *robusta* have shown that cardiopharyngeal progenitor cells are specified through the combined activity of FGF-activated *Ets1/2*.*b* and an inferred ATTA-binding transcriptional cofactor. Here, we show that the homeobox TF *Lhx3/4* serves as the lineage-determining TF that dictates cardiopharyngeal-specific transcription in response to pleiotropic FGF signaling. Targeted knockdown of *Lhx3/4* leads to loss of cardiopharyngeal gene expression. Strikingly, ectopic expression of *Lhx3/4* in a neuroectodermal lineage subject to FGF-dependent specification leads to ectopic cardiopharyngeal gene expression in this lineage. Furthermore, ectopic *Lhx3/4* expression disrupts neural plate morphogenesis, generating aberrant cell behaviors associated with execution of incompatible morphogenetic programs. Based on these findings, we propose that combinatorial regulation by signal-dependent and lineage-determinant factors represents a generalizable, previously uncategorized regulatory subcircuit we term “cofactor-dependent induction.” Integration of this subcircuit into theoretical models will facilitate accurate predictions regarding the impact of gene regulatory network rewiring on evolutionary diversification and disease ontogeny.

## Introduction

### Overview of developmental gene regulatory networks

Developmental gene regulatory networks (GRNs) program spatiotemporal gene expression, ultimately determining embryonic cell fate decisions and morphogenesis [1–4]. The cardiogenic GRN in the invertebrate chordate *Ciona robusta* provides a useful overview of one such network (Fig 1). During early stages of development, network circuits composed of genes encoding transcription or signaling factors dictate changes in the regulatory state or signaling status of each cell lineage (Fig 1A–1C). As development proceeds, these early circuits feed into effector circuits driving transient changes in cell behavior or more stable changes in cell identity associated with differentiation (Fig 1D–1F). Some portions of developmental GRNs encode cell autonomous programs in which inherited regulatory states dictate cascading shifts in gene expression (Fig 1A). However, substantial portions of developmental GRNs encode non-cell-autonomous programs, in which signals regulate the cell fate of neighboring lineages through modifications of signal-dependent transcription factor (TF) activity (Fig 1B). Previous studies have elucidated many fundamental features of GRNs, including recurrent network motifs [5], the bistability of cell fate [6], modular subcircuits [7,8], along with linkages between regulatory and effector circuits [3,9]. However, critical aspects of developmental GRN structure and function remain poorly described. One major gap involves integration of microenvironmental, extrinsic cues, including paracrine signals and matrix factors. How are subcircuits structured to permit robust responses to inherently noisy extrinsic cues? How do GRNs process a limited set of signal-dependent inputs to generate a vast array of differential transcriptional outputs? Addressing these gaps is required to productively investigate GRN rewiring associated with evolution and disease progression.

**Fig 1:**
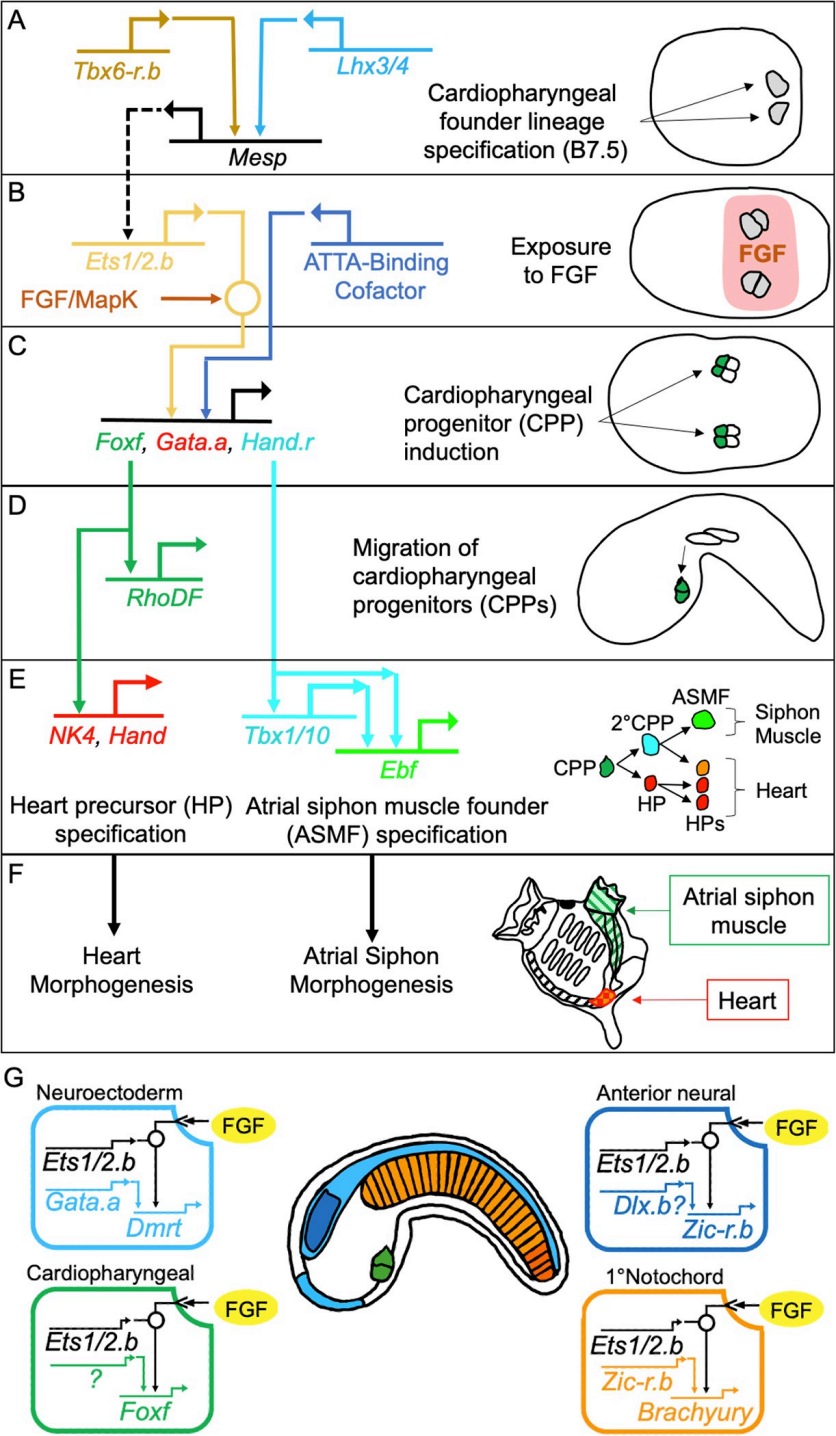
*Ciona robusta* cardiopharyngeal specification and development. Panels pair regulatory circuits **(A-E)** or summaries of morphogenetic events **(F)** with corresponding schematics. Red and orange HPs represent primary and secondary heart precursors respectively. **(G)** Illustration of *C*. *robusta* regulatory networks involving FGF/Ets and known or putative lineage-determining cofactors. Colors used in network diagrams pair with shaded territories in cartoon tailbud *C*. *robusta* embryo. ASMF, atrial siphon muscle founder; CPP, 2°CPP, primary and secondary cardiopharyngeal progenitors; FGF, fibroblast growth factor; HP, heart precursor; MapK, Map kinase.

### The hierarchical topology of developmental GRNs

Developmental GRNs consist of semi-independent, hierarchical modules or circuits. Distinct populations of progenitor or precursor cells are programed by distinct territorial gene networks. Each territorial GRN can be divided into regulatory modules, or subcircuits, that execute discrete, cascading functions as first elucidated in reference to echinoderm skeletogenic mesoderm specification [10]. Network motifs, such as feedback or feedforward loops, have also been considered to act as regulatory modules [11]. It has been proposed that there may be a limited set of recurring subcircuits or motifs that are deployed for related functions across both developmental and physiological GRNs [8,11–14]. Because theories regarding network motifs were derived from studies of bacterial signaling, extrinsic inputs are well integrated. In contrast, initial theories regarding developmental subcircuits were largely derived from knockdown of lineage-specific TFs as opposed to highly pleiotropic signal-dependent TFs. Thus extrinsic inputs have not been fully integrated into current theoretical overviews of developmental subcircuits.

### The pleiotropic input of signals in developmental GRNs

Signals play an integral role in coordinating and refining the deployment of nearly all territorial GRNs [15]. Remarkably, this rich array of developmental functions largely involves only 10 signaling pathway families [15–17]. Although these families have diversified to generate numerous paralogous signaling components, each family still regulates transcription through a limited set of signal-dependent TFs, each of which binds a similar, family-specific binding site motif. This paradigm is well illustrated by the receptor tyrosine kinases (RTKs), a signaling pathway family that encompasses many key developmental signals, including epidermal growth factors (EGFs), vascular/endothelial growth factors (VEGFs), and fibroblast growth factors (FGFs). All of these signals mediate changes in transcription through a shared set of transduction cascades that includes the Map kinase (MapK) pathway. MapKs, regardless of the upstream signal that drives their activity, often regulate transcription through phosphorylation of Ets family TFs [18,19] (Fig 1B). All Ets factors bind a highly stereotyped motif (GGAW) [20,21]. The resulting tendency for diverse, widely deployed signaling pathway families to regulate transcription through a single, shared motif represents a conundrum. How does the genome encode such a vast array of temporally and spatially distinct transcriptional responses to functionally indistinguishable inputs? Lineage-specific transcriptional responses to pleiotropic signaling are thought to be driven by differential deployment of cofactors, referred to as lineage-determining TFs [22,23]. However, despite the central role of Ets family factors and other signal-dependent TFs in developmental patterning, the transcriptional partners that mediate discrete transcriptional outputs remain poorly characterized [24–26]. More broadly, the mechanisms by which these partners determine signal-dependent transcriptional outputs have not been characterized and relevant subcircuits have not been incorporated into theoretical models [8]. We aim to address these fundamental gaps in inductive specificity through in-depth analysis of the *C*. *robusta* cardiopharyngeal GRN.

### Elucidation of gene regulatory networks in *Ciona robusta*

*Ciona robusta* (also referred to as *Ciona intestinalis Type A* [27,28]) provides an excellent platform for investigating developmental GRN structure and function. *C*. *robusta* is a tunicate, a clade of invertebrate chordates that are the closest sister group to the vertebrates [29]. However, tunicate genomes were not subjected to 2 rounds of duplications that occurred within the vertebrate lineage. The resulting lack of paralogs for many key signaling and TFs leads to greatly reduced GRN complexity. For example, there is a single gene encoding the FGF receptor (FGFR) in *C*. *robusta* versus at least 4 distinct *FGFR* genes in most vertebrate genomes. Additionally, the *C*. *robusta* genome is extremely compact. Relatively short intergenic regions permit rapid identification of *C*. *robusta* regulatory elements, and the ability to easily generate large numbers of transgenic *C*. *robusta* embryos has facilitated in-depth characterization of these elements [30]. These advantages have been productively exploited to generate a high-resolution map of the *C*. *robusta* cardiopharyngeal GRN [31,32].

### The *Ciona robusta* cardiopharyngeal gene network

In *C*. *robusta* embryos, 2 founder cells (the cardiopharyngeal founders or CPFs) give rise to the heart and a subset of pharyngeal muscle cells. According to current models (Fig 1), CPFs are specified by the 110-cell stage when overlapping expression domains of *Lhx3/4* and *Tbx6-r*.*b* activate *Mesp* exclusively in these 2 cells [33,34] (Fig 1A). *Mesp* is presumed to activate expression of *Ets1/2*.*b* [35–37], making the CPF cells competent to respond to FGF signaling (Fig 1B). During gastrulation, CPFs are exposed to uniform FGF signaling, but due to differential FGFR trafficking, only a subset of CPF daughter cells activate the MapK cascade required to execute the downstream cardiopharyngeal progenitor (CPP) specification program (green cells in Fig 1C) [36,38]. In these daughter cells, MapK-dependent phosphorylation of Ets1/2.b initiates progenitor induction. Activated Ets1/2.b partners with an ATTA-binding cofactor to drive transcription of CPP genes, including *Foxf*, *Hand*.*r*, and *Gata*.*a* (Fig 1C) [39]. *Foxf* initiates a migratory program by driving transcription of effector genes, including *RhoDF* (Fig 1D) [37,40]. During early tailbud stages, pairs of bilateral CPPs migrate along the ventral trunk epidermis and eventually meet along the ventral midline (Fig 1D) [36,41]. These progenitors then undergo a series of asymmetrical divisions to produce heart precursor (HP) and atrial siphon muscle founder (ASMF) lineages (Fig 1E). Each of these lineages execute distinct GRNs eventually driving distinct morphogenetic programs in the juvenile (Fig 1F) [42–45].

### Pleiotropic roles for the FGF/MapK/Ets pathway in *C*. *robusta*

*C*. *robusta*’s cellular simplicity has facilitated characterization of a wide array of FGF-dependent inductive events [46]. Indeed, FGF plays a predominant role in *C*. *robusta* embryonic patterning. During early cleavage stages, FGF secreted from the central endoderm progenitors specifies notochord and neural plate progenitor lineages, along with a range of “mesenchymal” lineages that give rise to postlarval mesodermal tissues. As mentioned above, FGF also specifies the CPP lineage during this early embryonic period. In later stages, FGF subspecifies a number of distinct lineages within the neural plate, CPPs, ectoderm, and endoderm [36,47–49]. As with CPP induction, many of these FGF-dependent specification events have been shown to alter transcription through the MapK/Ets pathway [47,48]. According to current models, shared reliance on FGF is translated into differential specification through deployment of distinct, lineage-determining Ets cofactors, some of which have been identified. For example, *Gata*.*a* and *Zic-r*.*b* serve as the Ets cofactors for neuroectodermal and primary notochord specification, respectively (Fig 1G) [18,50,51]. However, many of these presumptive partner factors, including the ATTA-binding factor driving Ets-dependent expression of CPP genes, have not been characterized.

Here, we show that the homeobox TF *Lhx3/4* serves as the *Ets1/2*.*b* partner responsible for coactivation of the transcriptional program driving *C*. *robusta* CPP specification. Because *Lhx3/4* also participates in CPF lineage specification (Fig 1A) [34], it effectively regulates CPP gene expression through a multistep coherent feed-forward loop. Strikingly, we find that misexpression of *Lhx3/4* in the anterior neural plate (ANP) lineage is sufficient to suppress the native FGF/MapK-dependent ANP program and initiate ectopic activation of the CPP specification program [18,48,52]. However, *Lhx3/4* misexpression also initiates ectopic activation of a neuroectodermal motor ganglion (MG) program. The resulting execution of incompatible morphogenetic programs appears to drive highly aberrant cell behaviors. Based on these findings, we propose that lineage-determining cofactors play an instructive role, dictating rather than merely facilitating lineage-specific transcriptional responses to pleiotropic signals. We also argue that integration of subcircuits delineating the contribution of lineage-determining factors is essential for accurate modeling of developmental GRNs and the impact of GRN rewiring on evolutionary diversification and disease ontogeny.

## Results

### *Lhx3/4* is required for cardiopharyngeal progenitor cell migration

Previous studies have demonstrated that phosphorylated Ets1/2.b works in conjunction with an unknown ATTA-binding cofactor to initiate CPP gene expression (Fig 1B, 1C and 1G) [39]. Because ATTA resembles the core homeobox TF binding motif [53,54], we hypothesized that the CPP cofactor is a homeobox factor. The *C*. *robusta* genome contains 86 homeobox TFs [55]. However, a previous study revealed that only a small subset of these factors are enriched in sorted CPF lineage cells that were subjected to expression analysis just prior to CPP specification (Fig 1A and 1B) [39]. We employed CRISPR-Cas9 to separately knock down 4 of these candidate cofactors (*Lhx3/4*, *Lmx1*, *Pax3/7*, and *Pou2*; Fig 2A). Varying combinations of 2 single guide RNAs (sgRNAs) targeting each of these candidates were expressed ubiquitously using the *C*. *robusta* U6 promoter [56] (see S1 Table for details of all sgRNAs utilized). To ensure targeted knockdown in the CPF lineage, embryos were cotransfected with *Mesp>nls*::*Cas9*::*nls* in which the *Mesp* enhancer is deployed to drive robust and lineage-specific knockdown in CPF lineage cells [35]. Embryos were also cotransfected with *Mesp>H2B*::*GFP*, allowing us to determine whether knockdown of any of these candidate genes blocks CPP specification as reflected by disrupted CPP migration from the tail into the trunk (Figs 1C, 1D and 2C) [35]. In the negative control group (electroporated with *Mesp>H2B*::*GFP*, *Mesp>nls*::*Cas9*::*nls*, and an empty sgRNA vector (sgControl)), an average of 10.1% of embryos displayed abnormal migration (Fig 2B). This baseline rate accords with other published results [37] and likely reflects generalized developmental defects resulting from dechorionation and transgenic expression of *GFP* or *Cas9*. We also performed a positive control, using a pair of sgRNAs to knockdown *Ets1/2*.*b*. This manipulation led to a modest but significant suppression of CPP migration (26.9% +/− 6.1%) in comparison to the negative control group (Fig 2B and 2D). The limited penetrance of this phenotype aligns with previous studies in which *Mesp* was deployed as the *Cas9* driver and may reflect the narrow time frame for *Cas9*-driven gene editing, which must occur between expression of *Cas9* protein (at approximately 5 hours postfertilization (HPF)) and CPP specification (at 6.5 HPF). Among the 4 homeobox candidates, targeted knockdown of *Lhx3/4* using a combination of sgRNAs (sgLhx3/4^185^ and sgLhx3/4^886^, subsequently referred to as sgLhx3/4) was the only manipulation that resulted in a significant suppression of CPP migration (Figs 2B, 2E and S1). The level of suppressed migration in these samples was similar to that seen in the positive control group (sgEts1/2.b). Although these results indicate that *Lhx3/4* is required for CPP migration, we conducted a number of follow-up experiments to buttress this interpretation.

**Fig 2:**
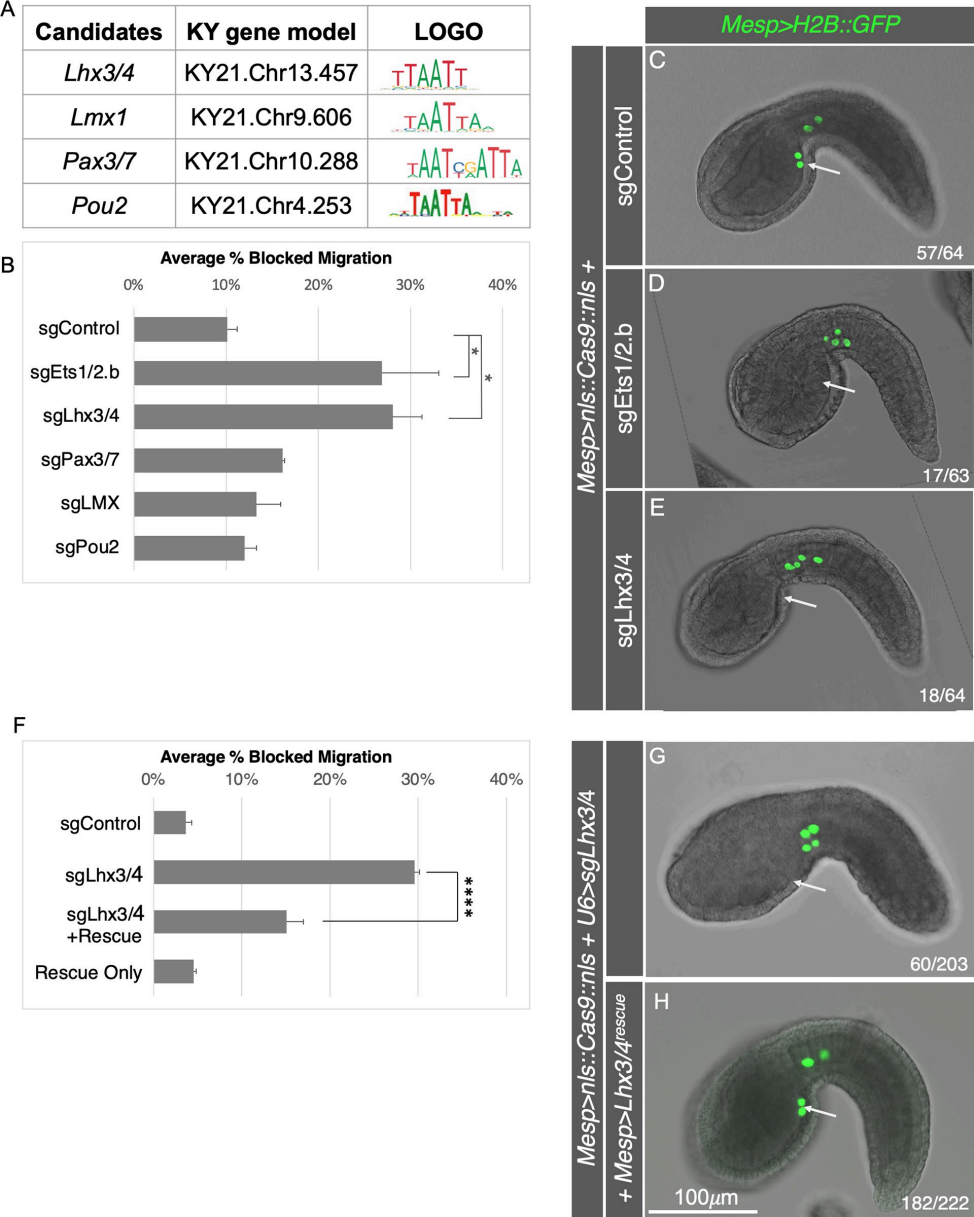
*Lhx3/4* is required for CPP migration. **(A)** Table displaying candidate genes targeted for knockdown including names, gene IDs for KY21 gene models [57], and DNA-binding LOGOs [58–60]. LOGOs have been loosely aligned to highlight shared ATTA (TAAT) motifs. See http://ghost.zool.kyoto-u.ac.jp/default_ht.html [57] for conversion of KY21 IDs into the previous generation KH2012 IDs. **(B)** Graph displaying the average percent of embryos exhibiting blocked migration over 2 trials. Negative control group (10.1%, *n* = 78). *Ets1/2*.*b*-targeting positive control group (26.9%, *n* = 63, *p* = .0097). *Lhx3/4* knockdown group (28.1%, *n* = 64, *p* = .0061). Underlying data can be found in S1 Appendix. **(C-E)** Representative tailbud stage embryos electroporated with *Mesp>nls*::*Cas9*::*nls*, *Mesp>H2B*::*GFP*, and sgRNAs as indicated. **(F)** Graph displaying the average percent of embryos exhibiting blocked migration over 3 trials. Negative control group (3.7%, *n* = 194). *Lhx3/4*-targeting positive control group (29.6%, *n* = 203). *Lhx3/4* rescue group (15.1%, *n* = 222, *p* < .0001). *Lhx3/4* rescue only control group (4.5%, *n* = 223). Underlying data can be found in S1 Appendix. **(G, H)** Representative tailbud stage embryos electroporated with *Mesp>nls*::*Cas9*::*nls*, *Mesp>H2B*::*GFP*, *U6>sgLhx3/4*, and *Mesp>Lhx3/4*^*rescue*^ as indicated. **(C-E, G, H)** In these panels, white arrows mark normal CPP position at this stage of development. Green is nuclear GFP fluorescence. Numbers indicate quantity of embryos displaying phenotype depicted by each image over total.

To evaluate predicted gene editing of *Lhx3/4* by the sgLhx3/4^185/886^ pair of sgRNAs, we sequenced the *Lhx3/4* locus in transfected CPP cells (S2 Fig). Because the *Mesp* regulatory element only drives *Cas9* in a small percentage of embryonic cells, transgenic tailbud stage embryos (*Mesp>H2B*::*GFP*, *Mesp>nls*::*Cas9*::*nls*, *U6>sgLhx3/4*) were dissociated and GFP-labeled CPP-lineage cells were FACS collected. These sorted cells were then used as a PCR template to sequence the *Lhx3/4* locus. *Lhx3/4* sgRNAs were designed to ensure that alternatively spliced forms of *Lhx3/4* [61] would be silenced by deletion of an approximately 6,000-bp region between the first and third exon of the longer isoform (S2A Fig). Sequencing of PCR amplicons derived from sorted cell gDNA confirmed the predicted deletion in the *Lhx3/4* locus (S2B Fig). Because we did not conduct further analysis of sgRNA knockdown for the other targets, we cannot rule out a potential role for one of these alternative candidate factors in CPP specification.

To determine whether the observed impact of the *Lhx3/4* sgRNAs on CPP migration specifically reflected *Lhx3/4* knockdown instead of off-target effects, we co-expressed the sgLhx3/4 constructs along with an sgLhx3/4-protected form of *Lhx3/4* in the CPPs (*Mesp>Lhx3/4*^*rescue*^) and examined the impact on CPP migration (labeled with *Mesp>H2B*::*GFP*). Reflecting the initial screen, targeted *Lhx3/4* knockdown blocked migration in 29.6% of transfected embryos (averaged across 3 trials; Fig 2F and 2G). In contrast, coexpression of *Mesp>Lhx3/4*^*rescue*^ in matched samples significantly reduced the incidence of blocked migration (15.1% across 3 trials; Figs 2F, 2H and S3A). Notably, knockdown of *Lhx3/4* did not decrease expression of the *Mesp* reporter (*Mesp>H2B*::*GFP*), indicating knockdown of *Lhx3/4* did not interfere with initial CPF specification (S3B Fig). Taken together, these results demonstrate that *Lhx3/4* is required for CPP migration and support the hypothesis that *Lhx3/4* serves as the cofactor for CPP specification.

### *Lhx3/4* is required for *Hand*.*r* expression in cardiopharyngeal progenitors

To further test the hypothesized role for *Lhx3/4* in CPP specification, we examined the impact of *Lhx3/4* knockdown on *Hand*.*r* expression. *Hand*.*r* is expressed in bilateral pairs of CPPs immediately following their specification (early neurula; Fig 3A, black arrowheads). At this stage, *Hand*.*r* is also expressed in a bilateral set of anterior cells (Fig 3A, white arrowheads; [62]). In approximately 98% of control embryos (*Mesp>nls*::*Cas9*::*nls*, *U6>sgGFP*), *Hand*.*r* exhibited a wild-type expression pattern (Fig 3A and 3D). As predicted by our hypothesis, knockdown of *Lhx3/4* (*Mesp>nls*::*Cas9*::*nls*, *U6>sgLhx3/4*) led to a consistent and significant reduction in the percentage of CPPs displaying bilateral *Hand*.*r* expression (Fig 3B and 3D). A similar result was seen in positive controls (sgEts1/2.b; Fig 3C and 3D). In both *Lhx3/4* and *Ets1/2*.*b* knockdowns, embryos often showed unilateral loss of *Hand*.*r* expression (white asterisks, Fig 3B and 3C), consistent with mosaic, unilateral incorporation of transgenes often observed in electroporated *C*. *robusta* embryos [63,64].

**Fig 3:**
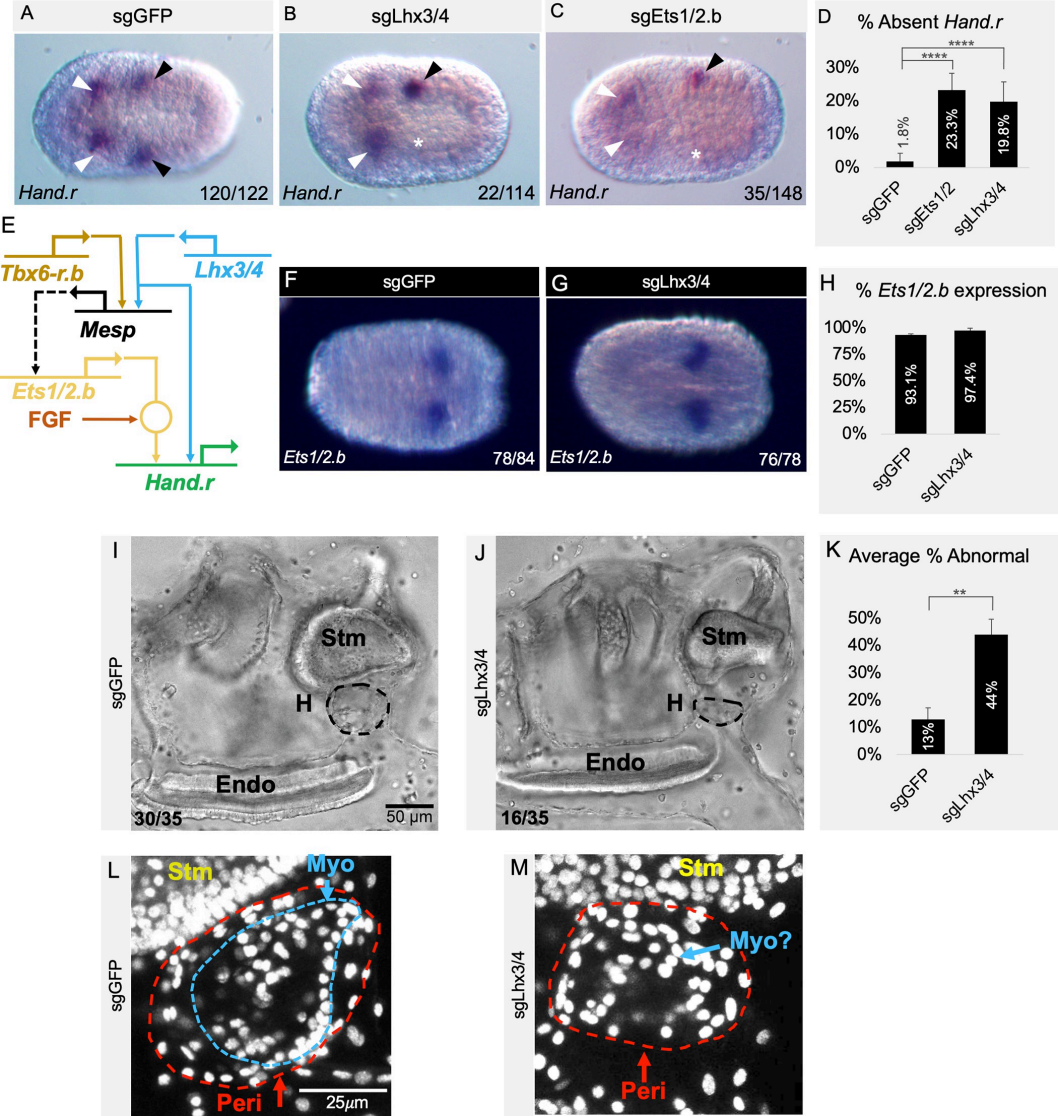
*Lhx3/4* is required for *Hand*.*r* expression and heart formation. **(A-C, F, G)** Representative neurula stage embryos coelectroporated with *Mesp>nls*::*Cas9*::*nls* and sgRNAs as indicated. (**A**) Control embryo displays wild-type *Hand*.*r* expression pattern in the CPPs (black arrowheads) and anterior lineages (white arrowheads). (**B, C**) sgRNAs targeting *Lhx3/4* **(B)** or *Ets1/2*.*b* **(C)** often resulted in embryos that are missing *Hand*.*r* expression in the CPPs on one side of the embryo (as indicated by a white asterisk). **(D)** Graph showing the average percent of CPPs lacking *Hand*.*r* expression across 2 trials. Control group *n* = 122 (1.8%); *Ets1/2*.*b* knockdown *n* = 148 (23.3%), *p* < .00001; *Lhx3/4* knockdown *n* = 114 (19.8%), *p* < .00001). Underlying data can be found in S1 Appendix. **(E)** GRN showing hypothesized role of *Lhx3/4* (see text). **(F, G)** Representative embryos probed for *Ets1/2*.*b* expression. **(H)** Graph displaying two-trial average percentage of CPPs expressing *Ets1/2*.*b*, for control group *n* = 84 (93.1%) and for *Lhx3/4* knockdown group, *n* = 78 (97.4%), *p* = .17896. All embryos positioned anterior to the left. Numbers indicate quantity of embryos displaying phenotype depicted in each image over total. Underlying data can be found in S1 Appendix. **(I, J)** Representative transmitted light images taken from movies of juveniles coelectroporated with *Mesp>nls*::*Cas9*::*nls* and sgRNAs as indicated (3I is from S1 Movie and 3J is from S2 Movie). Black dotted circle indicates the heart. **(K)** Quantification of the percent of heart defects observed over 2 trials, for controls (*n* = 35, 13%) and for *Lhx3/4* knockdown samples (*n* = 35, 44%), *p* = .0041). Underlying data can be found in S1 Appendix. **(L, M)** Representative confocal Z-stacks of juvenile hearts electroporated with *Mesp>nls*::*Cas9*::*nls* and sgRNAs as indicated. Nuclei stained with DAPI (white). **(L)** Control hearts show stereotypical anatomical structures including a myocardial tube (Myo, outlined in blue) and pericardial sphere (Peri, outlined in red), adjacent to the stomach (Stm). **(M)** Representative *Lhx3/4* knockdown heart illustrating one of the observed abnormal phenotypes similar to that shown in S3 Movie. Heart morphology is grossly abnormal and putative myocardial cells are disorganized and hard to distinguish. Note that another small, grossly malformed heart was visible on the other side of the stomach in this sample, but this was difficult to visualize using a projected Z-stack.

### Knockdown of *Lhx3/4* does not impact *Ets1/2*.*b* expression in the CPPs

Based on our knockdown results, we hypothesized that *Lhx3/4* has 2 critical roles in CPP specification (Fig 3E). During early cleavage stages, *Lhx3/4* serves as a cofactor for cell-autonomous specification of the CPF lineage [34]. Subsequently, during gastrulation, *Lhx3/4* serves as the *Ets1/2*.*b* cofactor mediating signal-dependent specification of the CPP lineage. Although our results demonstrate that *Lhx3/4* is required for *Hand*.*r* expression and CPP migration, it is not clear whether this is due to the hypothesized role of *Lhx3/4* in CPP specification or reflects an earlier, previously characterized role of *Lhx3/4* in CPF lineage specification (Fig 3E). In particular, if *Mesp>nls*::*Cas9*::*nls*-dependent knockdown of *Lhx3/4* disrupted *Mesp* expression, this may lead to loss of *Ets1/2*.*b* expression, indirectly blocking signal-dependent specification of CPPs. Although it is unlikely that the *Mesp>nls*::*Cas9*::*nls* would knockdown *Lhx3/4* early enough to disrupt founder lineage specification, we addressed this concern by examining *Ets1/2*.*b* expression. In control trials (*Mesp>nls*::*Cas9*::*nls* and *U6>sgGFP*), normal, bilateral *Ets1/2*.*b* expression was consistently observed in 93.1% of transgenic embryos (Fig 3F and 3H). Knockdown of *Lhx3/4* generated a similar impact on *Ets1/2*.*b* expression (Fig 3G and 3H). These results provide further support for the hypothesis that *Lhx3/4* serves as the *Ets1/2*.*b* cofactor during signal-dependent CPP specification.

### *Lhx3/4* knockdown disrupts heart formation

According to our model, knockdown of *Lhx3/4* and the subsequent loss of CPP specification should disrupt the formation of a beating heart, which is first observed after metamorphosis in 4-day old juveniles. To test this prediction, we reared *Lhx3/4*-knockdown and control animals to an early juvenile stage (Stage 6: Days 7 to 9; [65]). We first examined gross heart morphology using low-power imaging of living juveniles and then fixed them for higher-resolution confocal analysis. At this stage of juvenile development, the heart is composed of an outer pericardial sphere surrounding a single-cell layer myocardial tube that undergoes regular peristaltic contractions (Fig 3I and 3L and S1 Movie). In control trials, an average of 13% of animals exhibited mildly abnormal phenotypes, largely consisting of abnormally slow peristaltic contraction (Fig 3K). As predicted by our model, *Lhx3/4* knockdown led to a significant increase in the percentage of juveniles displaying phenotypically abnormal hearts. In these experimental trials, 44% of *Lhx3/4*-knockdown animals exhibited a range of morphological defects including frequent gross abnormalities (Fig 3J, 3K and 3M). In some of these samples, the heart was composed of an empty pericardial cavity with no discernible myocardium (Fig 3J and S2 Movie). In other samples, heart size was reduced and the myocardium was severely disorganized (Fig 3M and S3 Movie). These results align with defects in CPP migration and unilateral loss of CPP gene expression observed in *Lhx3/4*-knockdown embryos (Figs 2E and 3B).

### Misexpression of *Lhx3/4* is sufficient for ectopic activation of CPP enhancers in the anterior neural plate

As detailed in the introduction, shared reliance on an inductive signal, such as FGF, is thought to drive differential specification by deployment of distinct, lineage-determining cofactors. This model predicts that shifting the expression of an Ets cofactor from one FGF-dependent lineage to another should drive ectopic expression of genes normally restricted to the first lineage. Due to widespread deployment of FGF/MapK/Ets-dependent induction in early embryos (Fig 1G), *C*. *robusta* provides a valuable experimental platform for testing this prediction. In particular, we focused on determining whether ectopic expression of the CPP Ets cofactor *Lhx3/4* would be sufficient to drive expression of CPP genes in the ANP, which also undergoes FGF-dependent induction. As illustrated in Fig 4A, *Dlx*.*b* serves as the presumptive cofactor for FGF/Ets-dependent expression of ANP genes, including *Zic-r*.*b* [66]. FGF-dependent induction of the ANP occurs during the 64-cell stage in a row of cells that express both *Dmrt* and *Dlx*.*b* (Fig 4B). By the neurula stage, this row has undergone 2 divisions and 2 of the resulting 4 rows of ANP cells express *Zic-r*.*b* (expression of this gene is repressed in the anterior 2 rows, which are fated to form the palps) [48]. A similar cofactor-dependent induction circuit also drives CPP specification, except in this case *Lhx3/4* serves as the cofactor (Fig 4C). Thus, by the early neurula stage, FGF-dependent induction has resulted in differential expression of lineage-specific TFs (including *Zic-r*.*b* or *Foxf*) in both ANP and CPP lineages (Fig 4B).

**Fig 4:**
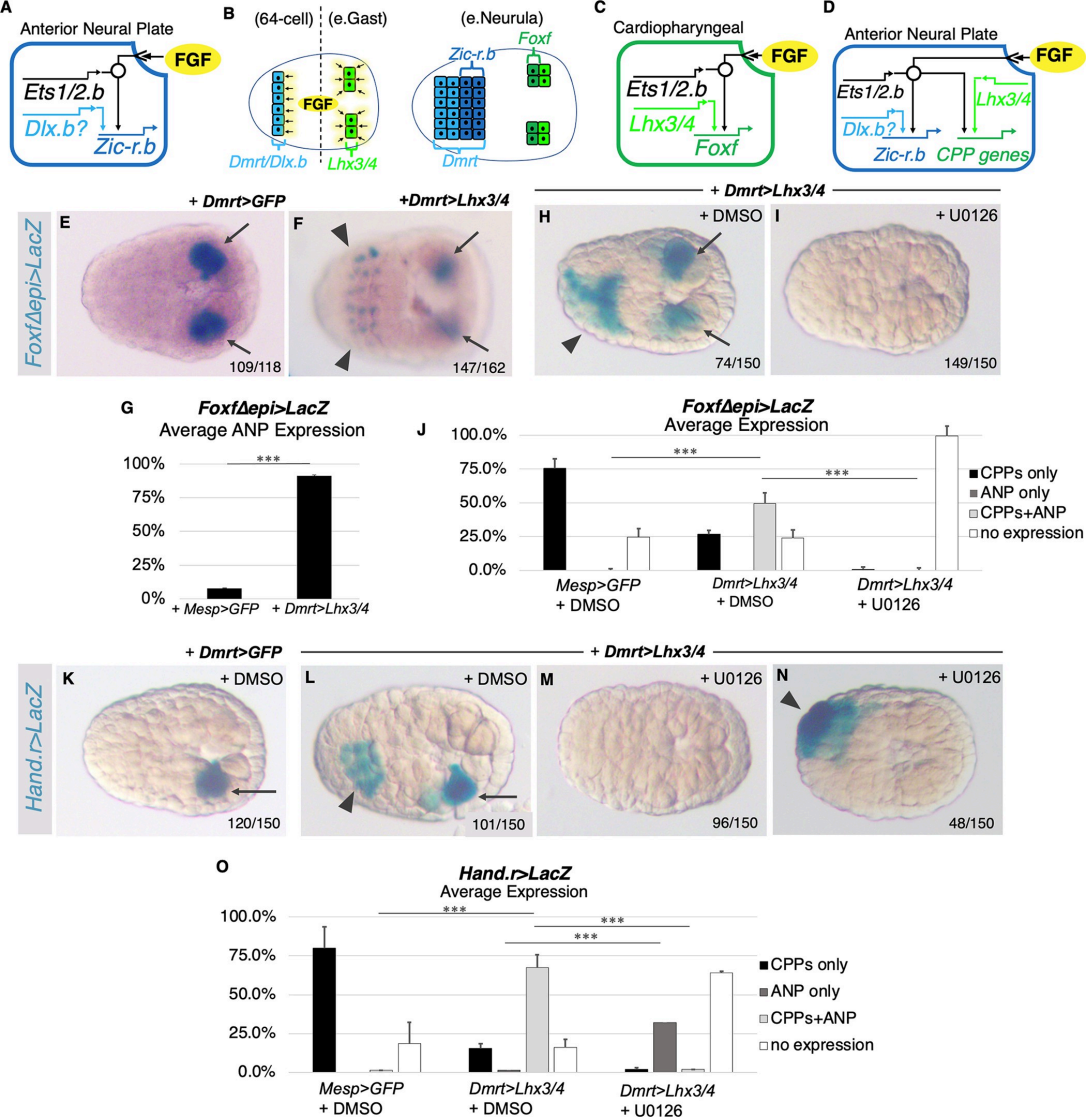
Misexpression of *Lhx3/4* is sufficient for ectopic, FGF-dependent activation of CPP reporters in the anterior neural plate. **(A)** Illustration of *C*. *robusta* regulatory circuit for ANP specification. **(B)** Diagram depicting induction of the ANP and CPP lineages. **(C)** Illustration of the regulatory circuit for CPP specification. **(D)** Predicted impact of ectopic cofactor misexpression (see text). **(E)** Representative control embryo displaying *Foxf* reporter expression in the CPP lineage (black arrows). **(F)** Representative embryo electroporated with *FoxfΔepi>LacZ* and *Dmrt>Lhx3/4* displaying ectopic *Foxf* reporter expression in the ANP (black arrowheads). **(G)** Graphical representation of results from panels E and F showing average levels of *Foxf* reporter activity in the neural plate over 2 trials. Control embryos (7.8%, *n* = 114), experimental *FoxfΔepi>LacZ* and *Dmrt>Lhx3/4* transgenic samples (91.3%, *n* = 162; *p* < .0001). Underlying data can be found in S1 Appendix. **(H)** Representative *FoxfΔepi>LacZ*, *Dmrt>Lhx3/4* transgenic embryo treated with DMSO displaying *Foxf* reporter expression in the CPF lineage (black arrows) and neural plate (black arrowhead). **(I)** Representative embryo electroporated with *Foxf>LacZ* and *Dmrt>Lhx3/4* treated with U0126. Note the absence of *Foxf* reporter expression in both the neural plate and CPPs. **(J)** Graphical representation of results from panels H and I showing average levels of *Foxf* reporter activity in the neural plate and CPPs over 3 trials. Each condition *n* = 150. Underlying data can be found in S1 Appendix. **(K)** Representative *Dmrt>GFP* control embryo treated with DMSO displaying *Hand*.*r* reporter expression in the CPP lineage (black arrows). **(L)** Representative *Hand*.*r>LacZ*, *Dmrt>Lhx3/4* transgenic embryo treated with DMSO displaying *Hand*.*r* reporter expression in the CPP lineage (black arrow) and neural plate (black arrowhead). **(M, N)** Representative embryos electroporated with *Hand*.*r>LacZ* and *Dmrt>Lhx3/4* after treatment with U0126. Note that in the majority of embryos, *Hand*.*r* reporter expression is absent in both the ANP or CPP lineages (**M**) while some embryos retain expression in the ANP (**N**, arrowhead). **(O)** Graphical representation of results from panels K through N showing average levels of *Hand*.*r* reporter activity in the neural plate and CPPs over 3 trials. Each condition *n* = 150. Underlying data can be found in S1 Appendix. Bar and asterisks (***) in G, J, and O indicate *p*-values of less than .0001. ANP, anterior neural plate; CPF, cardiopharyngeal founder; CPP, cardiopharyngeal progenitor; FGF, fibroblast growth factor.

We used the *Dmrt* enhancer [48] to ectopically express the putative CPP cofactor *Lhx3/4* in ANP lineage cells at the 64-cell stage. Because the FGF/MapK/Ets1/2.b pathway induces ANP lineage gene expression at this stage (Fig 4A), the cofactor-dependent induction model predicts that ectopic expression of *Lhx3/4* will activate the cardiopharyngeal specification program in ANP progenitors (Fig 4D). We cotransfected embryos with either a *Foxf* or *Hand*.*r* reporter construct (*FoxfΔepi>LacZ or Hand*.*r>LacZ*) to assess activation of the CPP specification program. These constructs contain well-characterized enhancer elements with *Ets1/2*.*b* and *Lhx3/4* binding sites that are required for FGF-dependent reporter activity in the CPP lineage (Figs 1C and 4C) [39]. In control samples (*FoxfΔepi>LacZ* or *Hand*.*r>LacZ* + *Mesp>H2B*::*GFP*), reporter activity was almost entirely restricted to CPP lineage cells (Figs 4E, 4G, 4K, 4O and S4). Strikingly, in experimental samples (*+Dmrt>Lhx3/4*), ectopic reporter activity was observed in the ANP of nearly all *FoxfΔepi>LacZ* embryos and in the majority of *Hand*.*r>LacZ embryos* (arrowheads, Figs 4F, 4G, 4L, 4O and S4).

Although these results indicate that *Lhx3/4* is sufficient for FGF/MapK/Ets-dependent induction of CPP genes in the ANP lineage, it is also possible that ectopic *Lhx3/4* drives CPP gene expression independently of FGF induction. To distinguish between these alternative hypotheses, we expressed *Lhx3/4* in the ANP lineage while blocking FGF/MapK induction using U0126, a well-established inhibitor of the MapK pathway [67,68] As observed in previous experiments, misexpression of *Lhx3/4* (*Dmrt>Lhx3/4*) led to ectopic *FoxfΔepi>LacZ* or *Hand*.*r>LacZ* reporter activity in the neural plate of DMSO-treated embryos (Fig 4H, 4J, 4L and 4O). As predicted by the cofactor-dependent induction model, disruption of the MapK pathway completely disrupted *FoxfΔepi>LacZ* activity in both CPPs and neural plate cells (Fig 4I and 4J). Disruption of the MapK pathway also consistently and robustly disrupted ectopic *Hand*.*r>LacZ* activity in the majority of U0126-treated embryos (Fig 4M and 4O). Intriguingly, although this treatment completely eliminated *Hand*.*r>LacZ* reporter activity in CPPs, about one-third of treated embryos retained reporter activity in ANP lineage cells (Fig 4N and 4O). These results indicate that differences in the regulatory circuits underlying CPP expression of *Foxf* and *Hand*.*r* led to differences in their reliance on the FGF/MapK/Ets pathway. More broadly, these results indicate that lineage-determining cofactors instruct, rather than facilitate, lineage-specific responses to shared signals (see Discussion).

### Ectopic expression of *Lhx3/4* disrupts anterior neural plate morphogenesis

Specification programs often activate morphogenetic modules that dictate the cell behavior of newly specified lineages [9,69]. Thus, cofactor-dependent induction of lineage-specific specification programs in response to a shared signal will also lead to differential execution of downstream morphogenetic modules. This logical corollary to the cofactor-dependent induction model predicts that ectopic, overlapping expression of 2 cofactors would result in execution of 2 likely incompatible, morphogenetic modules. We tested this prediction by examining the impact of ectopic *Lhx3/4* expression (*Dmrt>Lhx3/4)* on morphogenesis of *Dmrt>LacZ*-labeled ANP cells. Our model predicts that ectopic expression of *Lhx3/4* will activate incompatible ANP and CPP morphogenetic modules and disrupt normal cell behavior (Fig 5A). As seen in control embryos, by the mid-tailbud stage, posterior rows of ANP cells that express both *Dmrt* and *Zic-r*.*b* invaginate to form the anterior sensory vesicle (ASV) of the central nervous system, which lies beneath the epidermis (arrowhead, Fig 5B) while anterior rows, in which *Zic-r*.*b* expression is repressed, form the palps (arrow, Fig 5B). Transgenically labeled ANP cells in all control mid-tailbud stage embryos displayed these behaviors (Fig 5B and 5D). In contrast, ectopic expression of *Lhx3/4* (*Dmrt>Lhx3/4*) appeared to block invagination (Fig 5C and 5D). Transgenically labeled cells were consistently observed to lie superficial to the epidermis, forming a cluster that protruded dorsally (Fig 5C, arrowhead). Additionally, ANP lineage cells failed to spread anteriorly to form the palp primordia. These results align with our model, indicating that overlapping cofactor expression leads to execution of incompatible morphogenetic programs in response to a shared signal. In particular, disruption of ANP morphogenesis could reflect *Lhx3/4*-dependent activation of a CPP migration module (Fig 1C). Alternatively, overlapping activation of ANP and CPP morphogenetic modules might disrupt ANP morphogenesis through misregulation of cell proliferation. To begin testing these hypotheses, we examined the impact of *Lhx3/4* on ANP morphogenesis in more detail.

**Fig 5:**
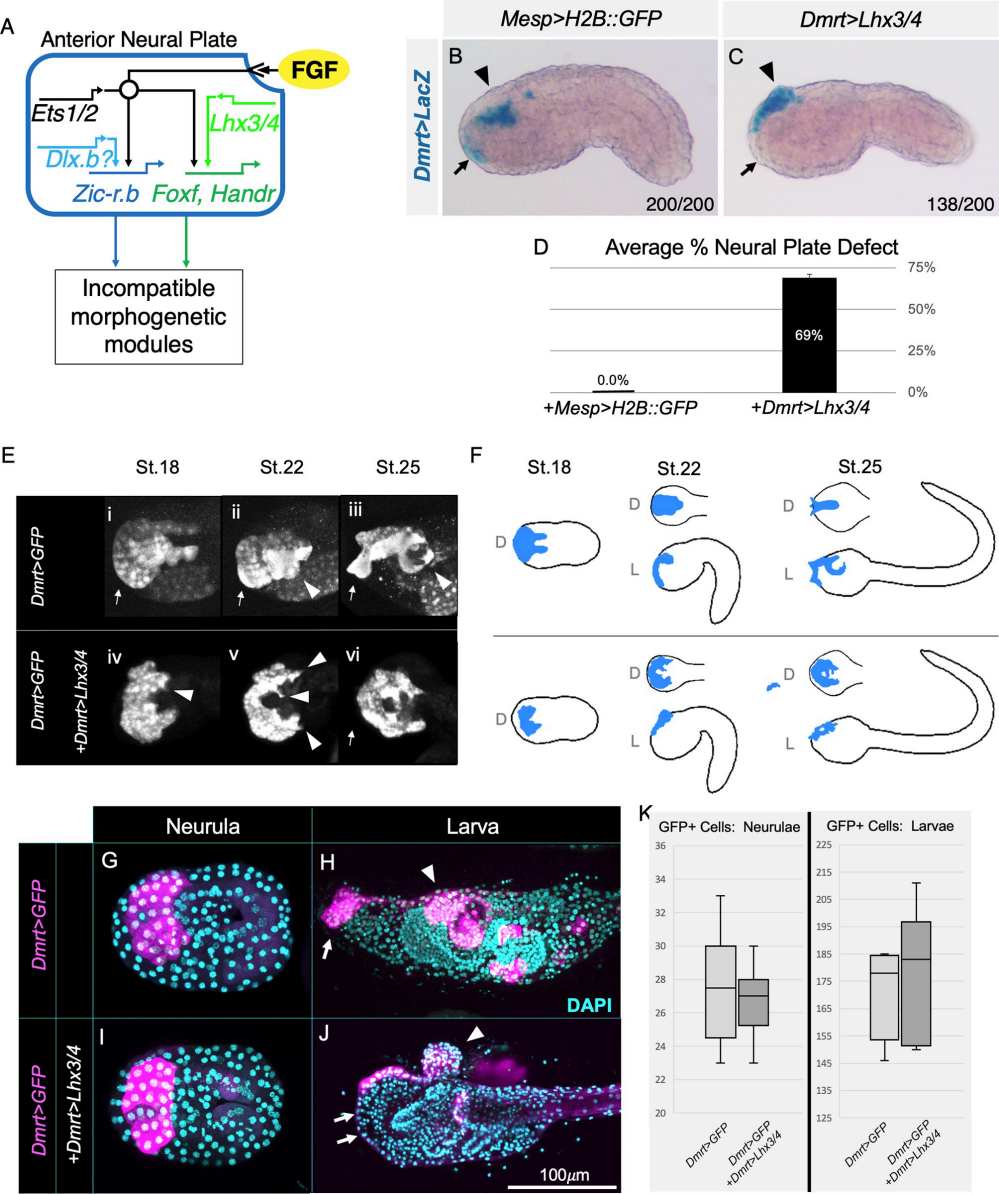
Ectopic *Lhx3/4* expression causes abnormal, migratory cell behavior in the neural plate but does not alter cell numbers. **(A)** Predicted activation of incompatible morphogenetic modules due to ectopic expression of the CPP lineage-determining factor *Lhx3/4*. **(B)** Representative control embryo in which *Dmrt>LacZ*-positive ANP cells are observed in the palps (arrow) and invaginated cells of the developing ASV. Note that ASV cells are at this stage covered by a layer of unstained epidermis (arrowhead). **(C)** Representative early tailbud embryo electroporated with *Dmrt>LacZ* and *Dmrt>Lhx3/4*. Note that *Dmrt>LacZ*-positive cells protrude from the anterior dorsal trunk and are not covered by epidermis (arrowhead). Staining is also absent from the anterior tip of the embryo (arrow) where the palps normally develop. **(D)** Graph of average percent of early tailbud embryos displaying neural plate defects across 2 trials; controls (*n* = 200, 0%) and *Dmrt>Lhx3/4* samples (*n* = 200, 69%). Underlying data can be found in S1 Appendix. **(E, F)** Effect of *Lhx3/4* on neural plate morphogenesis. Stages indicated above each image or illustration column. **(E)** Still images taken from representative movies of control (i-iii; S4 Movie) and experimental *Dmrt>Lhx3/4* embryos (iv-vi; S6 Movie). See text for details. **(F)** Schematics illustrating phenotypes shown in the previous panel. D = dorsal view, L = lateral view. **(G-K)** Effect of *Lhx3/4* on cell division. Representative neurulae **(G, I)** and larvae **(H, J)** expressing transgenes as indicated on the left. Transgenic GFP expression domain shown in magenta and DAPI-labeled nuclei in cyan. **(K)** Quantification of GFP-positive (GFP+) cells from experiments represented in panels **G, I** (left plot) and panels **H, J** (right plot). Two trials, control neurulae *n* = 9 (avg. 27.6 GFP+ cells), *Dmrt>Lhx3/4* neurulae, *n* = 9 (avg. 26.8 GFP+ cells), control larvae *n* = 5 (avg. 170.8 GFP+ cells), *Dmrt>Lhx3/4* larvae *n* = 6 (avg. 178.5 GFP+ cells). Underlying data can be found in S1 Appendix. ANP, anterior neural plate; ASV, anterior sensory vesicle; CPP, cardiopharyngeal progenitor.

### Ectopic *Lhx3/4* induces precocious migratory behavior in anterior neural plate lineage cells

To begin assessing whether misexpression of *Lhx3/4* disrupted ANP morphogenesis through inappropriate activation of a CPP migration module (Fig 1C), we conducted live imaging of transgenic embryos in which ANP cells were labeled with GFP (*Dmrt>GFP*) (Fig 5E and S4 and S5 Movies). In initial tailbud stage control embryos (stage 18), *Dmrt>GFP*-labeled ANP cells have formed a well-organized, dorsal neural plate. The anterior half of the ANP is broad with a sharp, well-defined border, and it extends to the anteriormost tip of the developing embryo (arrow, Fig 5Ei). The posterior half of the ANP has invaginated beneath the epidermis (Fig 5B, 5Ei and 5F) and bilateral cell columns extend from the posterior end. By the late tailbud stage (stage 22), the ANP has begun to narrow and distal cells begin to form dense placodes that will give rise to the palps (arrow, Fig 5Eii). Labeled ANP cells are well organized in regular rows with a sharp border and no visible protrusions. A pair of large cells that resemble migratory Eminens-like neurons (recently described in [70]; arrowheads, Fig 5Ei) begin to emerge from the posterior portion of the developing ASV (Fig 5Eii, arrowhead). The bilateral posterior columns have merged to form a single, well-organized narrow band. In early larvae (stage 25), the *Dmrt>GFP*-labeled cells in the ANP continue to neurulate, converging to form a narrow, medial tube. At the anterior tip, palp primordia begin to protrude and differentiate (Fig 5Eiii, arrow). In the posterior region, presumed Eminens-like neurons complete their previously characterized migratory path to form a ring around the developing sensory vesicle (Fig 5Eiii, arrowhead and S4 Movie).

As observed in the fixed samples, ectopic expression of *Lhx3/4* (*Dmrt>Lhx3/4*) severely disrupts neural plate morphogenesis (Fig 5Eiv-vi). Summary illustrations comparing typical ANP morphology in control and experimental samples are provided in Fig 5F. By the initial tailbud stage (stage 18), *Dmrt>GFP*-labeled ANP cells are already noticeably disorganized. The ANP lacks discernable rows, and the border is poorly defined. Additionally, the neural plate fails to extend to the distal palp region, and posterior bilateral columns are also not observed (Fig 5Eiv). As embryos proceed through late tailbud and early larval stages (stages 22 and 25), the ANP fails to invaginate and narrow (Fig 5Ev and 5Evi). There is also no sign of palp placode formation or morphogenesis (arrow, Fig 5Eii). In the posterior region, presumed Eminens-like neurons fail to form a ring around the developing sensory vesicle (Fig 5Eiii, arrowhead, and S6 Movie). Notably, throughout the observed stages, ANP cells appear to be highly dynamic, extending outside of the neural plate border and exhibiting signs of irregular protrusive activity (arrowheads, Fig 5Ev and S6–S8 Movies). Some cells appear to exhibit aberrant migration, and in one instance, a cell is seen to migrate from the right to the left side of the ANP cluster (S6 Movie). This increased protrusive activity, and aberrant migratory cell behaviors observed in the experimental samples suggest that misexpression of *Lhx3/4* drives inappropriate activation of a CPP migration module in the ANP lineage.

### Ectopic *Lhx3/4* does not increase proliferation in the anterior neural plate

To determine whether ectopic *Lhx3/4* might also disrupt ANP morphogenesis by altering cell proliferation, we quantified *Dmrt>GFP*-labeled cells in control and experimental samples (+*Dmrt>Lhx3/4*) fixed at early neurula (stage 14; Fig 5G and 5I) or at late larvae (24 HPF; Fig 5H and 5J). Interestingly, *Lhx3/4* had no discernible impact on ANP cell number or neural plate morphology in early neurula stage embryos (Fig 5I and 5K). Similar numbers of *Dmrt>GFP* labeled cells were arranged in a stereotypical grid at the dorsal anterior of the embryo across all samples. Thus, *Lhx3/4*-dependent disruption of ANP morphogenesis begins in the 2-hour window between stage 14 and stage 18, when abnormal morphogenesis was observed in our live imaging studies. In line with our previous results, *Dmrt>Lhx3/4* larvae displayed severe developmental defects including an extruded dorsal ANP cluster (arrowhead, Fig 5J, compare to Fig 5H) and lack of ANP extension into the anterior, distal palp region (arrows, Fig 5J). Interestingly, we also observed that pigmentation associated with pigment cell sensory structures in the cerebral vesicle [71,72] were absent in *Dmrt>Lhx3/4* larvae (Fig 5J). Thus, *Lhx3/4* expression appears to impact some aspects of ANP subspecification. However, these defects were not accompanied by any detectable, consistent shift in cell numbers (Fig 5K). Taken together, these results suggest that *Lhx3/4*-dependent impacts on cell proliferation do not contribute to abnormal ANP morphogenesis.

### Evaluating the impact of ectopic *Lhx3/4* on gene expression in anterior neural plate cells

To more rigorously assess the impact of ectopic *Lhx3/4* on ANP gene expression and evaluate alternative hypotheses regarding the regulatory circuits underlying cofactor-dependent induction, we conducted comparative RNA-sequencing analysis. To accomplish this, *Dmrt>GFP*-labeled ANP lineage cells were collected by FACS from dissociated control embryos or experimental embryos coelectroporated with *Dmrt>Lhx3/4* (Fig 6A). For each condition, triplicate samples were used to generate mRNA libraries for sequencing. 

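The 6 libraries were made from ANP lineage cells sorted by FACS on GFP, 3 from control embryos electroporated with 10 µg of *Dmrt>GFP* and 3 from embryos that also received 15 µg of *Dmrt>Lhx3/4* (S1 Table). Embryos were raised at 18°C, and the paper places the cells 4 hours after *Lhx3/4* misexpression and FGF induction. The paper's methods name the Takara SMART-Seq HT kit, while the sample labels name a New England Biolabs kit for ultra-low RNA input. The authors aligned the reads with HISAT2 to the ci3 assembly and counted them per KH2012 gene model with HTSeq. Reads assigned to genes came to 58295081, 62620094 and 68937810 in control replicates 1, 2 and 3, and to 52637768, 69135594 and 71200276 in *Lhx3/4* replicates 1, 2 and 3. With the HTSeq summary lines included, the tables hold 78.3 to 101 M counts per library, where the paper states 45 to 62 M reads per sample. The values here use the reads assigned to genes.
Expression was compared with edgeR's quasi-likelihood test on these counts after TMM normalization, for genes with at least 100 reads over the 6 libraries. A gene was called higher (up) or lower (down) at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 0.58 in size, the thresholds of the paper. An alternative fit held the replicate number as a block. Libraries of the 2 groups that carry the same replicate number deviated from their group means together, so values of that fit are given beside the results they change. Levels are given as CPM, gene counts scaled to a common library size, with the SD over 3 libraries. The labels call the libraries of a group biological replicates, but neither they nor the paper says which electroporation each came from. Gene names other than *Ciona* names are those of the human homologs given in Fig 6 and S2 Appendix.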

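Libraries of different groups lay farther apart than libraries of one group. Over the log2 CPM of 13641 genes, the mean Euclidean distance was 147 between groups and 120 within groups, a difference of 27.7. No other division of the 6 libraries into 3 and 3 gave a difference as large (exact permutation test over 10 divisions, one-sided, p = 0.1, the smallest p that 10 divisions allow). The test takes all 6 libraries as exchangeable and leaves shared replicate numbers out. Fewer divisions part all libraries of one number, so keeping these pairs would not allow a p this small. Control replicate 1 lay 104 from control replicate 2 and 133 from control replicate 3, but 121 from *Lhx3/4* replicate 1. For each control library the nearest *Lhx3/4* library was the one with its own replicate number, at 121, 139 and 130 for replicates 1, 2 and 3.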

Triplicate control or experimental samples clustered together, and intergroup sample similarity was greater than between groups (Fig 6B). To begin assessing the impact of ectopic *Lhx3/4* on ANP gene expression, we first focused on genes that displayed significant (adjusted *p*-value of < .05) and robust changes in expression (fold change greater than or equal to 1.5, threshold log2 +/−0.58; Fig 6C). 

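In ANP cells that misexpressed *Lhx3/4*, 252 of 13641 genes rose and 398 fell, while 12991 did not pass the test (edgeR). Among the largest rises was the homolog of *KLK1*, which encodes a kallikrein protease, with 1 read over the 3 control libraries and 277 to 776 reads in each *Lhx3/4* library. This is a ratio of 1370 (95% counting interval 245 to 54100, counting error only). The homolog of *TTN*, the giant protein of the sarcomere, was 673-fold higher (counting interval 120 to 26600, from 1 control read), and that of *B4GALT1*, a galactosyltransferase, rose by 8.50 on the log2 scale (standard error 0.70, adjusted p = 8.9e-04 from edgeR). Among the falls, KH.L171.13, a gene without a paired name, was 3290-fold lower (counting interval 590 to 130000, from 1 read over the 3 *Lhx3/4* libraries). All 650 genes called had 3 *Lhx3/4* libraries on one side of all 3 controls, as did 21.5% of all tested genes. Chance gives 10% if the 6 libraries are taken as exchangeable, which leaves out what libraries of one replicate number share.
A block for the replicate number gave 644 genes up and 947 down, among them all 650 called without it. DESeq2 gave 478 up and 746 down. Without any one library other than control replicate 3, 147 to 165 genes rose, and without control replicate 2 or *Lhx3/4* replicate 3, 246 and 265 fell.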

Through this analysis, we distinguished 567 up-regulated genes and 865 down-regulated genes relative to the control group (Fig 6C). 

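Of 327 genes annotated as transcription factors, 294 were tested. Their change was mostly downward, with 10 up, 49 down and 235 not passing the test (edgeR). The counts were 21 up and 62 down when adjusted over the list alone. The rises include *Lhx3/4* itself, the misexpressed factor, which also enters the shares and set tests below. Reads of its transgene were not told apart, so that rise was set by the experiment. The homolog of *PTF1A*, a bHLH factor of neural and pancreatic precursors, went from 82.8 ± 17.1 CPM (SD, n = 3) in controls to 0.212 ± 0.0538 CPM (SD, n = 3) with *Lhx3/4*. This is a log2 fold change of -8.61 (standard error 0.32, adjusted p = 1.3e-04 from edgeR). The homolog of *EBF3*, of a family of neuronal differentiation factors, fell by 5.55 on the log2 scale (standard error 0.63, adjusted p = 0.00311 from edgeR), and the zinc finger homolog *ZIC4* had a log2 fold change of -2.87 (standard error 0.37, adjusted p = 0.00484 from edgeR). Among the few rises, the homolog of *MLH3*, a mismatch repair gene that the list holds, changed by 2.05 on the log2 scale (standard error 0.34, adjusted p = 0.0148 from edgeR, and 0.0543 and 0.0529 without control replicate 1 or *Lhx3/4* replicate 3).
Falls made up 16.7% of the tested factors and 2.61% of the other tested genes (two-sided Fisher's exact test, adjusted p = 9.5e-23 over 4 lists and 2 directions). Rises made up 3.4% and 1.81% (adjusted p = 0.146, and 1.4e-04 with the replicate number as a block, which gave 30 up). As a set, the factors were lower than other genes by camera (limma) with a preset correlation of 0.01 (adjusted p = 0.00483) and with an estimated correlation (adjusted p = 0.015), but with the block and an estimated correlation together the adjusted p was 0.144. Without control replicate 1 or 2, or *Lhx3/4* replicate 1 or 3, 5 or 6 factors rose, and without control replicate 3 the share of rises passed (adjusted p = 0.0226).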

To highlight changes in the ANP regulatory program, we conducted a similar analysis focused solely on annotated TFs (Fig 6D) [62]. 

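*Lhx3/4* (KH.S215.4) is a LIM homeobox gene and the misexpressed factor. Control ANP cells held 39.3 ± 12.2 CPM of it (SD, n = 3), and cells with *Dmrt>Lhx3/4* held 601 ± 53.7 CPM (SD, n = 3). The raw counts were 2014 to 3214 in the control libraries and 35832 to 42058 in the others. This is a log2 fold change of 3.93 (standard error 0.25, adjusted p = 3.4e-04 from edgeR). Reads of the transgene and of the endogenous gene were not told apart, so the rise does not measure the endogenous gene.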

As expected, these cells displayed robust enrichment of *Lhx3/4* expression. In line with our previous data, *Lhx3/4* misexpression led to significant and robust up-regulation of some primary targets of FGF-dependent induction in the CPP lineage including *Foxf*, *Hand*.*r*, and *Irxb* (homologs to human *FOXF2*, *HAND2*, and *IRX6*, respectively) [39]. However, expression of many characterized primary CPP targets were either not impacted (*Irxa*, *Soxh*, and *Gsc*) or down-regulated (*Elk1*, *Foxp*, and *SoxC*). 

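*Foxf* (KH.C3.170) rose from 40.5 ± 17.1 CPM (SD, n = 3) in control ANP cells to 167 ± 17 CPM (SD, n = 3) with *Lhx3/4*, a log2 fold change of 2.04 (standard error 0.32, adjusted p = 0.0115 from edgeR). *Irxb* (KH.C11.485) rose from 21.9 ± 7.75 CPM to 82.3 ± 26.6 CPM (SD, n = 3 each), a log2 fold change of 1.91 (standard error 0.34, adjusted p = 0.0199 from edgeR). *Hand.r* (KH.C1.1116) was measured at 2.05 ± 1.35 CPM in controls and 7.83 ± 3.49 CPM with *Lhx3/4* (SD, n = 3 each). Its log2 fold change of 1.93 (standard error 0.63) did not pass the test (adjusted p = 0.173 from edgeR). It passed with the replicate number as a block (2.13, adjusted p = 0.0201) and by DESeq2 (adjusted p = 0.0269). The call on *Irxb* was lost without control replicate 2, *Lhx3/4* replicate 1 or *Lhx3/4* replicate 2 (adjusted p = 0.0641 to 0.0743 from edgeR).

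**Figure D1:**
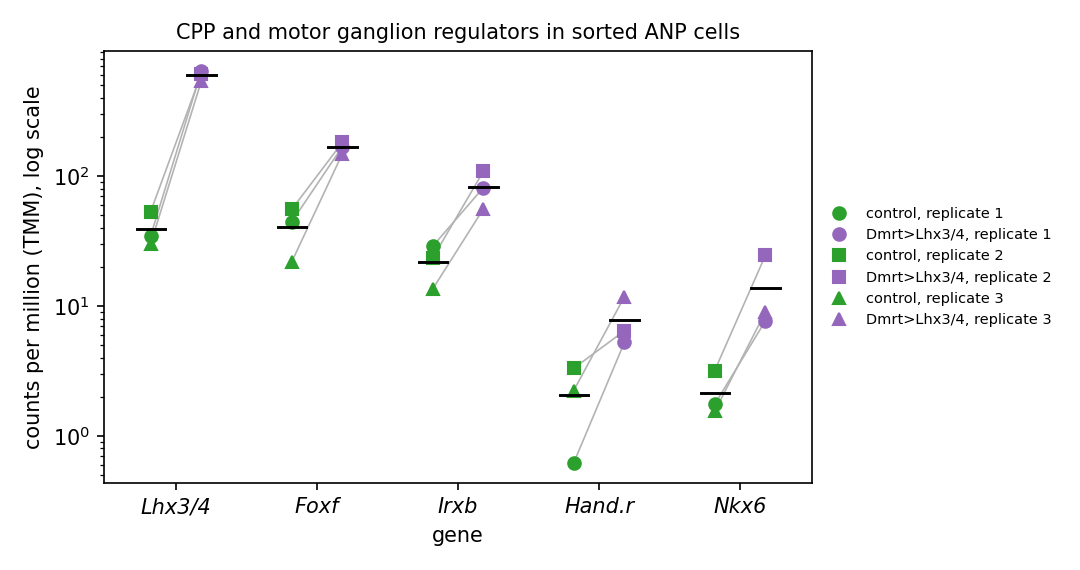
CPM (TMM, log axis) of 5 regulators in each of the 6 libraries, with green for control, purple for *Dmrt>Lhx3/4*, a marker for each replicate number, gray lines between libraries of one number and black bars at the group means. In each of the 5 genes the 3 *Lhx3/4* libraries lie above the 3 controls, and the *Foxf* means are 40.5 and 167.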

*Foxf* is considered to be a key regulator of subsequent CCP specification and morphogenesis [37,40,73]. To investigate whether ectopic activation of *Foxf* was sufficient for activation of downstream target genes, we examined the expression of 26 characterized *Foxf* targets, as delineated through prior ATAC-seq and loss of function studies (S2 Appendix) [74]. Strikingly, the expression of a majority of these characterized targets (including *RhoDF*, *Gata*.*a*, *Ddr*, *SLC17A5*, *TSPAN4*/*9*, *TMEM150A*, and *Fzd10*/*9*) were not significantly impacted by this manipulation, and only 3 were up-regulated. Thus, while ectopic *Lhx3/4* is sufficient for partial activation of the primary cardiopharyngeal program in ANP cells, further execution of this program was severely abbreviated. Additionally, we observed that some of the most highly up-regulated TFs are associated with MG patterning, including *Vsx*, *Nkx6*, *Islet*, and *Pax6* [75,76]. 

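Of the 26 *Foxf* targets listed, 24 were tested, and 1 rose, 2 fell and 21 did not pass the test (edgeR). Adjusted over the list alone, 2 rose and 4 fell. The homolog of *SLC38A9*, a lysosomal amino acid transporter, rose from 162 ± 17.9 CPM to 324 ± 50.7 CPM (SD, n = 3 each), a log2 fold change of 1.01 (standard error 0.16, adjusted p = 0.0135 from edgeR). The homolog of *TRIM2*, a ubiquitin ligase, fell by 2.14 on the log2 scale (standard error 0.29, adjusted p = 0.00633 from edgeR), and a target without a paired name fell by 1.10 (standard error 0.22, adjusted p = 0.0338 from edgeR). *ALPL* and *FZD4* had log2 fold changes of 1.00 and -0.61 (adjusted p = 0.233 and 0.139 from edgeR).
With the replicate number as a block, 2 rose and 5 fell, with *CECR2* up (1.05, adjusted p = 0.00714 against 0.077 without the block) and *SALL2* down (-1.49, adjusted p = 0.0167 against 0.244). The test of the targets as a set against other genes gave an adjusted p of 0.811 (camera of limma). Falls made up 8.33% of the targets and 2.91% of other genes (two-sided Fisher's exact test, adjusted p = 0.247), or 20.8% and 6.92% with the block (adjusted p = 0.0299, and 0.122 against random lists of matched expression). The call on *SLC38A9* was lost without control replicate 1 or *Lhx3/4* replicate 2 or 3 (adjusted p = 0.0545 to 0.0598 from edgeR), and that on the target without a paired name in the absence of any one library other than *Lhx3/4* replicate 2 (0.0567 to 0.126), so that 1 target fell.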

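*Nkx6* (KH.C5.502), a homeobox gene of the motor ganglion (MG), rose from 2.15 ± 0.89 CPM (SD, n = 3) in control ANP cells to 13.8 ± 9.39 CPM (SD, n = 3) with *Lhx3/4*. Its log2 fold change was 2.67 (standard error 0.55, adjusted p = 0.036 from edgeR). *Vsx* (KH.C11.689) was near the limit of detection in controls, with 6, 4 and 0 reads in replicates 1, 2 and 3, and had 83, 83 and 118 reads in the *Lhx3/4* libraries. Its log2 fold change of 4.65 (standard error 1.06) had an adjusted p of 0.0544 from edgeR. It passed with the replicate number as a block (4.85, adjusted p = 0.0228) and by DESeq2 (adjusted p = 2.5e-04). The call on *Nkx6* was lost without any one library other than *Lhx3/4* replicate 1 (adjusted p = 0.0547 to 0.134 from edgeR), and *Vsx* passed without control replicate 3 (adjusted p = 0.0314). The motor ganglion markers set for this comparison also included *Onecut* and *EBF3*, and both fell. Their log2 fold changes were -4.31 and -5.55 (adjusted p = 2.0e-04 and 0.00311 from edgeR). Both were already expressed in control ANP cells, at 412 and 111 CPM, and the paper counts *Onecut* among regulators of ANP specification. Their falls may thus be loss of ANP expression and do not show whether an MG program was switched on. *Islet* and *Pax6*, which the paper also names as up, were not paired with a gene model here.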

Previous studies have demonstrated that *Lhx3/4* is expressed in a subset of MG interneuron and motoneuron precursors in *C*. *robusta* [61,76] and contributes to MG patterning in *Drosophila melanogaster* and vertebrate embryos [77–79]. Thus, it appears that misexpression of *Lhx3/4* was able to activate MG programs ectopically in the ANP lineage, potentially disrupting execution of both ANP and CPP programs. MG and ANP precursors originate in the neuroectoderm. Thus, MG patterning programs may be more amenable to ectopic activation in the ANP in comparison to cardiopharyngeal specification programs that are executed in mesendodermal lineage cells.

**Fig 6:**
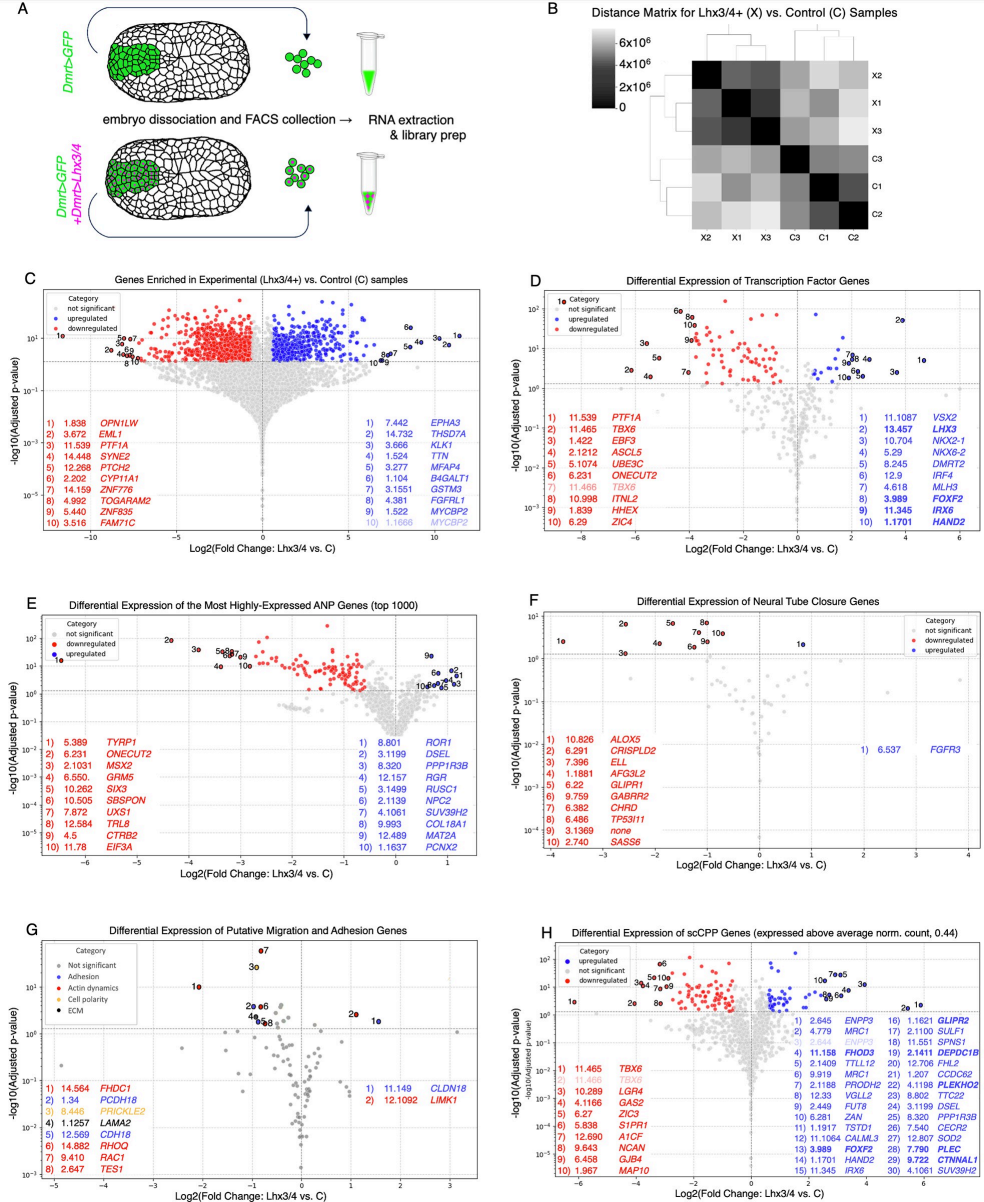
Comparative RNA-seq analysis delineates the impact of ectopic *Lhx3/4* on ANP gene expression. **(A)** Diagram of the experimental setup. **(B)** Sample-to-sample distance matrix. C1-C3 and X1-X3 refer to the 3 control and 3 experimental samples, respectively. **(C-H)** Volcano plots of differentially expressed genes. Red indicates down-regulated genes; blue indicates up-regulated genes. Y-axes: -log10(Adjusted p-value), X-axes: Log2 (fold change: ectopic *Lhx3/4* ANP vs. control). Superimposed tables list top up- or down-regulated genes and include the reported human homologs of each *C*. *robusta* gene [57]. Note that “KY21.Chr” is not included but applicable to all gene ID numbers listed in the middle columns of all tables. Shaded-out hits indicate ambiguous representation. Underlying data can be found in S2 Appendix. **(C)** Plot of all genes. The top 10 up- and down-regulated genes are highlighted. **(D)** Plot of annotated *C*. *robusta* TF genes [57,62]. The top 10 up- and down-regulated genes are highlighted. Bolded text highlights genes with characterized roles in cardiopharyngeal development. **(E)** Plot of the top 1,000 highest-expressed control sample (ANP-lineage) genes. **(F)** Plot of neural tube closure genes (as characterized in [80]). Table lists all up- and down-regulated genes. **(G)** Plotted collection of putative migration and cellular adhesion genes [81,82]. Table lists all up- and down-regulated genes. Genes with potential roles in cellular adhesion displayed in blue, actin dynamics in red, cell polarity in yellow, and extracellular matrix in black. **(H)** Plot of genes expressed at above average levels in the CPP lineage at stage 21 (mid-tailbud), as characterized through extensive, stage-specific single-cell RNA-sequencing [70]. The top 10 down-regulated genes and the top 30 up-regulated genes are highlighted. Bolded text highlights genes with characterized roles in migratory behavior. ANP, anterior neural plate; CPP, cardiopharyngeal progenitor; TF, transcription factor.

Along with assessing the potential for *Lhx3/4* misexpression to ectopically activate non-ANP regulatory circuits, we also attempted to analyze the impact on ANP specification and morphogenetic programs. This involved plotting the top 1,000 most highly expressed genes from the control, wild-type ANP dataset (Fig 6E and S2 Appendix). This analysis indicated that *Lhx3/4* misexpression has a largely negative impact on ANP gene expression, significantly and robustly down-regulating 109 ANP genes versus only 10 that were up-regulated (Fig 6E). Furthermore, several of the top 10 most down-regulated genes have characterized roles in regulating ANP specification, including *Onecut* (KY21.Chr6.231) and *Six3/6* (KY21.Chr 10.262) or represent key downstream target genes such as *Tyrp-1* (KY21.Chr 5.389) [48,83,84]. 

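Among the 1000 genes of highest expression in control ANP cells, 5 rose, 90 fell and 905 did not pass the test (edgeR). The list was chosen on these control libraries, so its direction is not independent evidence. Falls included the homologs of *UXS1*, which makes UDP-xylose (1630 ± 391 to 185 ± 43.5 CPM, SD, n = 3 each), and *EIF3A*, a translation initiation factor (1320 ± 498 to 191 ± 61.4 CPM, SD, n = 3 each). Their log2 fold changes were -3.14 and -2.80 (adjusted p = 8.4e-04 and 0.00402 from edgeR). The 5 rises were smaller, with log2 fold changes of 1.20 for *ROR1*, a receptor of the tyrosine kinase family, 1.10 for *PPP1R3B*, a regulator of glycogen synthesis, 1.00 for *RGR*, 0.84 for *NPC2*, which acts in cholesterol transport, and 0.71 for *MAT2A*, a methionine adenosyltransferase (adjusted p = 0.0209, 0.00713, 0.0473, 0.0112 and 0.0146 from edgeR).
Adjusted over the list alone, 7 rose and 97 fell, and with the replicate number as a block 20 rose and 145 fell. Falls made up 9% of the listed genes and 2.44% of the others (two-sided Fisher's exact test, adjusted p = 3.9e-22). Rises made up 0.5% and 1.95% (adjusted p = 8.7e-04, and 0.119 without control replicate 3). Fisher's test takes genes as independent and does not match them on expression. Random lists of matched expression held a mean of 63 falls against the 90 here (adjusted p = 5.3e-04). For rises their mean was 16.7 against 5 (adjusted p = 5.3e-04). These lists were drawn from all tested genes, the listed ones included, matched on the mean over all 6 libraries. Of the listed genes, 926 are also among the 1000 of highest mean over all 6 libraries. The random lists were therefore largely the list itself, and this comparison cannot separate an effect of expression level. By camera (limma) the paper's list was lower as a set with the preset correlation (adjusted p = 0.00483). It did not pass with an estimated correlation (adjusted p = 0.216, and 0.243 with the block added). The number of rises was 14 without control replicate 3 and 2 or 3 without control replicate 1 or any one *Lhx3/4* library, and of the 5 rises only *PPP1R3B* passed whichever library was left out. The other calls were lost without *Lhx3/4* replicate 2 or 3 (*ROR1*, adjusted p = 0.0765 to 0.0768), control replicate 1 or *Lhx3/4* replicate 1 (*NPC2*, 0.0534 to 0.0647) or any one library other than control replicate 3 (*MAT2A*, 0.0526 to 0.0762, and *RGR*, 0.0674 to 0.141).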

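*Onecut* (KH.C6.185), a homeobox regulator of the ANP, fell from 412 ± 66.2 CPM (SD, n = 3) in control cells to 20.7 ± 3.73 CPM (SD, n = 3) with *Lhx3/4*, a log2 fold change of -4.31 (standard error 0.21, adjusted p = 2.0e-04 from edgeR). *Six3/6* (KH.C10.367) fell from 429 ± 49.7 to 42.7 ± 13 CPM (SD, n = 3 each), a log2 fold change of -3.33 (standard error 0.24, adjusted p = 6.4e-04 from edgeR). *Tyrp-1* (KH.C5.485), a tyrosinase-related gene of pigment synthesis, fell from 513 ± 107 to 5.92 ± 4.42 CPM (SD, n = 3 each), with a log2 fold change of -6.43 (standard error 0.70, adjusted p = 0.00269 from edgeR). The homolog of the homeobox gene *MSX2* fell by 3.78 on the log2 scale (standard error 0.28, adjusted p = 6.7e-04 from edgeR), and that of *SBSPON* by 3.18 (standard error 0.27, adjusted p = 9.0e-04 from edgeR). All 5 passed whichever library was left out.

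**Figure D2:**
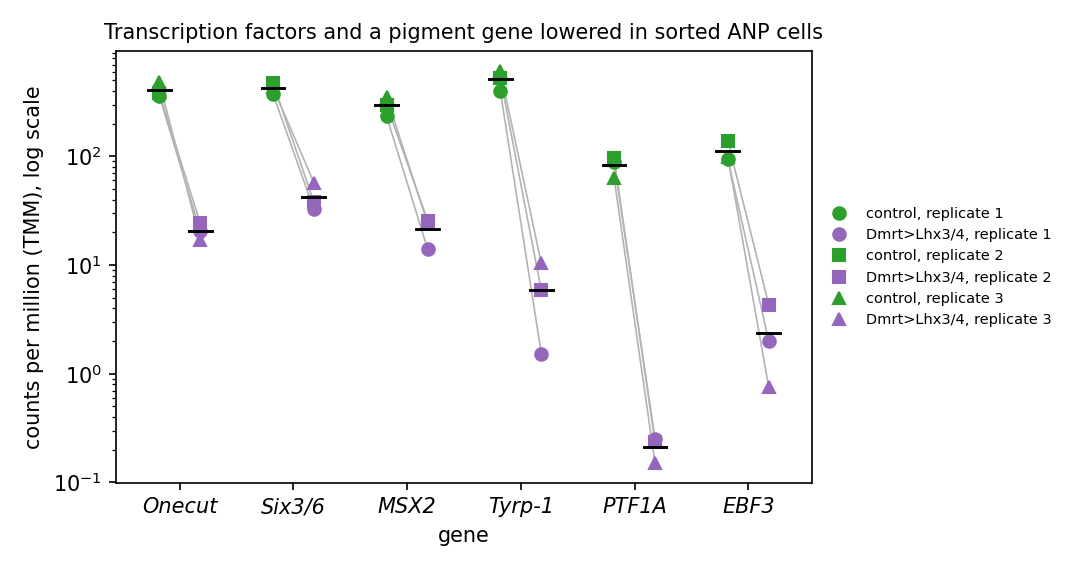
CPM (TMM, log axis) of 5 transcription factors and *Tyrp-1* in each of the 6 libraries, with green for control, purple for *Dmrt>Lhx3/4*, a marker for each replicate number, gray lines between libraries of one number and black bars at the group means. In each gene the 3 *Lhx3/4* libraries lie below the 3 controls, and the *Onecut* means are 412 and 20.7.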

Expression of a number of other characterized ANP transcription and signaling factors were also significantly down-regulated including *TCF/Lef* (KY21.Chr6.59), *Gsx* (KY21.Chr2.996), *Neurogenin* (KY21.Chr6.434), and *Pou4f* (KY21.Chr2.456) [48,62,85,86]. Thus, it appears that *Lhx3/4* misexpression suppresses execution of ANP specification and morphogenetic programs.

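The excess of falls among highly expressed genes varied with the libraries used to choose them. Among the 1000 genes of highest mean over all 6 libraries, 17 rose and 67 fell (edgeR), so that falls made up 79.8% of the calls against 58.5% among the other tested genes (two-sided Fisher's exact test, p = 1.7e-04). Among the 1000 of highest mean in the *Lhx3/4* libraries, a choice that by itself favors genes that rose, 31 rose and 32 fell. With the replicate number as a block these 2 lists gave 43 up and 108 down, and 72 up and 51 down. The genes of highest count in control replicate 1, 2 or 3, each tested without that library, gave 3, 4 and 20 up and 73, 70 and 86 down.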

To better understand how *Lhx3/4* misexpression disrupted ANP morphogenesis (Fig 5), we also analyzed the expression of genes with potential roles in neural tube closure, actin dynamics, adhesion, cell polarity, and other morphogenetic processes. 

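Of 57 neural tube closure genes measured, 52 were tested, and 5 fell, 0 rose and 47 did not pass the test (edgeR). *CHRD*, a secreted BMP antagonist, fell from 828 ± 193 CPM to 265 ± 87.6 CPM (SD, n = 3 each), a log2 fold change of -1.65 (standard error 0.29, adjusted p = 0.0192 from edgeR). *CRISPLD2*, *GLIPR1*, *TP53I11* and *SASS6*, the last a centriole assembly gene, had log2 fold changes of -3.68, -2.39, -1.45 and -0.99 (adjusted p = 0.0371, 0.0209, 0.00996 and 0.035 from edgeR). *FGFR3*, a receptor of FGF signaling, had the log2 fold change 1.22 (standard error 0.57, adjusted p = 0.36 from edgeR) at 0.563 ± 0.159 and 1.32 ± 0.376 CPM (SD, n = 3 each).
At an unadjusted p under 0.05 and the same fold threshold, edgeR gave 0 up and 13 down. DESeq2, at its adjusted p, gave 0 up and 10 down. Adjusted over the list alone, 0 rose and 6 fell. With the replicate number as a block 0 rose and 11 fell, or 1 and 12 when adjusted over the list alone. The copy of the list used here holds 60 entries where the paper gives 61, so it was not tested as a set. Without control replicate 1 or 2, or *Lhx3/4* replicate 1 or 2, only 2, 1, 3 and 1 genes fell. The calls lost were *CHRD* without control replicate 2 or *Lhx3/4* replicate 2 (adjusted p = 0.0649 to 0.0666), *TP53I11* without *Lhx3/4* replicate 2 (0.0503), *CRISPLD2* without control replicate 1 or 2 or *Lhx3/4* replicate 1 (0.092 to 0.124), *GLIPR1* without control replicate 1 or 2 or *Lhx3/4* replicate 2 (0.0589 to 0.0728) and *SASS6* without any one library other than control replicate 3 (0.0577 to 0.131).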

In line with the observed impact of *Lhx3/4* misexpression on neural tube invagination (Fig 5E and 5F), 10 of 61 genes with characterized roles in neural tube closure [80] were robustly and significantly down-regulated, while only one was up-regulated (Fig 6F). To explore other aberrant behaviors exhibited by *Lhx3/4*-expressing ANP lineage cells, we also analyzed the expression of genes that might contribute to cell adhesion or migration (Fig 6G). This included a list of 53 *C*. *robusta* orthologs to genes involved in cell polarity or actin dynamics [82], as well as a comprehensive set of 57 annotated orthologs to cadherin, protocadherin, laminin, and claudin genes ([81]; S2 Appendix). 

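Of 99 genes of cell polarity, actin dynamics and adhesion, 87 were tested, and 1 rose, 5 fell and 81 did not pass the test (edgeR, and 1 and 5 when adjusted over the list alone). *PRICKLE2* fell from 169 ± 12.4 CPM to 91.7 ± 5.24 CPM (SD, n = 3 each), a log2 fold change of -0.88 (standard error 0.12, adjusted p = 0.00698 from edgeR). *FHDC1*, an actin-assembling formin, fell by 2.05 on the log2 scale (standard error 0.30, adjusted p = 0.00836 from edgeR). The protocadherin *PCDH18* and *TES1*, a homolog of testin, had log2 fold changes of -0.95 and -0.82 (adjusted p = 0.0347 and 0.0261 from edgeR). The fifth fall was in a gene without a paired name. *LIMK1*, a kinase that acts on cofilin, rose by 0.81 (standard error 0.16, adjusted p = 0.0308 from edgeR). The cadherin *CDH18* had the log2 fold change -0.85, the laminin *LAMA2* -0.90 and the claudin *CLDN18* 1.13 (adjusted p = 0.0953, 0.077 and 0.0745 from edgeR).
With the replicate number as a block, *CDH18*, *LAMA2* and *CLDN18* passed as well (adjusted p = 0.0183, 0.00192 and 0.0054), and 3 genes rose and 10 fell in all. The call on *LIMK1* was lost without any one library (adjusted p = 0.0584 to 0.129 from edgeR), those on *PCDH18* and *TES1* without control replicate 2 or any one *Lhx3/4* library (0.0577 to 0.124 and 0.0511 to 0.105), and 3 genes fell when any of these 4 libraries was left out. *CDH18* passed without control replicate 1 (0.0383) and *CLDN18* without control replicate 2 (0.0406), the only library without which a gene of the list still rose. The copy of the list used here holds fewer genes than the paper gives, so it was not tested as a set.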

In line with the observed impact of *Lhx3/4* misexpression on the organization and coherence of the neural plate (Fig 5F), we detected down-regulation of genes that may encode proteins that contribute to epithelial adhesion and organization, including orthologs to *Cadherin18*, a protocadherin, a laminin, and *Prickle2*, a key planar cell polarity protein (Fig 6G).

As mentioned above, it does not appear that *Lhx3/4* misexpression was sufficient to drive full execution of the CPP specification program and downstream expression of *Foxf* target genes involved in CPP migration, such as *RhoD/F*. To further explore ectopic CPP gene expression, we extracted the gene expression profile of mid-tailbud stage CPPs from a single-cell embryonic database of *C*. *robusta* gene expression [70]. We chose this stage because it represents CPP gene expression 4 hours after the initial FGF-dependent induction, mirroring the 4-hour interval between *Lhx3/4* misexpression/FGF induction in the ANP and the RNA sequencing time point in our comparative analysis. Additionally, we reasoned that CPPs have begun their ventral migration at this time point (Fig 1D) and likely express genes involved in this behavior. We calculated the average normalized read count (0.44) for genes expressed in the CPP lineage during the mid-tailbud stage (stage 21; [70]) and evaluated the impact of ectopic *Lhx3/4* on their expression levels in the ANP (Fig 6H and S2 Appendix). 

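Of 1630 genes listed as expressed in CPPs, 1522 were tested in the ANP cells, and 25 rose, 49 fell and 1448 did not pass the test (edgeR, and 27 and 49 when adjusted over the list alone). *S1PR1*, a sphingosine-1-phosphate receptor, fell from 59 ± 9.62 CPM to 6.57 ± 0.898 CPM (SD, n = 3 each), a log2 fold change of -3.17 (standard error 0.22, adjusted p = 4.7e-04 from edgeR). *LGR4*, a receptor of R-spondins, fell by 3.79 on the log2 scale (standard error 0.49, adjusted p = 0.00498 from edgeR). *GAS2*, which binds actin and microtubules, fell by 3.73 (standard error 0.54, adjusted p = 0.00783 from edgeR).
With the replicate number as a block, 66 rose and 138 fell, and DESeq2 gave 50 up and 80 down. Falls made up 3.22% of the list and 2.88% of other tested genes (two-sided Fisher's exact test, adjusted p = 0.533), or 9.07% and 6.68% with the block (adjusted p = 0.00142, and 0.0202 against random lists of matched expression). As a set the list did not pass against other genes by camera (limma, adjusted p = 0.811, 0.713 with the block and 0.243 with the block and an estimated correlation). Rises made up 33.8% of the calls in the list and 39.4% of those outside it (two-sided Fisher's exact test, p = 0.377), or 32.4% and 41.7% with the block (p = 0.0117) and 25% and 41.2% without control replicate 2 (p = 0.0491). Without *Lhx3/4* replicate 1 or 3, 29 and 31 genes fell, and without any one library other than control replicate 3, 11 to 14 rose.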

Strikingly, the majority of impacted CPP genes, 83 in total, were down-regulated, further supporting abbreviated execution of the CPP program. However, this analysis did reveal 53 up-regulated CPP genes including several orthologs to genes that have characterized roles in migratory behavior, including *FHOD3* [87], *GLIPR2* [88], *PLEC* [89], and *CTNNAL1* [90] (bold lettering, Fig 6H). Additionally, orthologs to some of the genes that were most highly up-regulated by *Lhx3/4* misexpression are also involved in cell migration (Fig 6C). For instance, the most highly up-regulated gene in this dataset is orthologous to *EPHA3*, an Ephrin receptor with documented roles in cardiac cell migration and in the de-adhesion of epithelial cells [91,92]. Furthermore, the second most highly up-regulated gene, *THSD7A*, has a role in actin cytoskeleton rearrangement and can induce filopodial extensions [93,94]. Thus, up-regulation of these CPP and non-CPP genes might contribute to the aberrant migratory behaviors observed in *Lhx3/4*-expressing ANP cells.

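*FHOD3*, a formin that assembles actin filaments, rose from 0.143 ± 0.0726 CPM to 1.5 ± 0.543 CPM (SD, n = 3 each), a log2 fold change of 3.37 (standard error 0.73, adjusted p = 0.0444 from edgeR). *CTNNAL1*, an alpha-catenin-like gene, rose from 38.9 ± 2.06 CPM to 69.9 ± 10.9 CPM (SD, n = 3 each), a log2 fold change of 0.85 (standard error 0.16, adjusted p = 0.0283 from edgeR). *GLIPR2* had the log2 fold change 1.84 (standard error 0.54, adjusted p = 0.128 from edgeR) and passed with the replicate number as a block (adjusted p = 0.0194). *PLEC*, the cytoskeletal linker plectin, had the log2 fold change 0.97 (standard error 0.37, adjusted p = 0.244 from edgeR, 0.117 with the block and 0.134 by DESeq2). Among other listed genes, *PRODH2*, a proline dehydrogenase, rose by 2.95 (standard error 0.25, adjusted p = 9.0e-04 from edgeR) and *SPNS1* by 1.36 (standard error 0.19, adjusted p = 0.00662 from edgeR). The call on *FHOD3* was lost without any one library (adjusted p = 0.0571 to 0.147 from edgeR) and that on *CTNNAL1* without control replicate 1 or 2 or *Lhx3/4* replicate 2 or 3 (0.102 to 0.115).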

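The *EPHA3* ortholog (KH.C7.369) had 0, 1 and 0 reads in control replicates 1, 2 and 3, and 459, 1598 and 1318 reads in the *Lhx3/4* libraries. The level with *Lhx3/4* was 16.6 ± 7.7 CPM (SD, n = 3). The ratio of the summed libraries was 3190 (95% counting interval 572 to 126000, counting error only), and the rise passed the test (adjusted p = 6.7e-04 from edgeR).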

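*THSD7A* had no read in any control library and 201, 660 and 248 reads in *Lhx3/4* replicates 1, 2 and 3, or 5.57 ± 3.56 CPM (SD, n = 3). Against a floor of 3 counts over the control group, it was at least 349-fold higher (adjusted p = 0.00506 from edgeR). The homolog of *MFAP4*, an extracellular matrix gene, had 1 read over the controls and 34 to 236 reads in each *Lhx3/4* library, a ratio of 397 (95% counting interval 70.8 to 15700, counting error only). Its call (adjusted p = 0.013 from edgeR) was lost without control replicate 1 or 2 (adjusted p = 0.0533 and 0.0582).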

Collectively, comparative RNA sequencing analysis of *Lhx3/4*-expressing ANP cells revealed severe disruption of the native ANP program along with partial, highly abbreviated execution of the CPP specification program. 

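The CPP list and the list of highly expressed ANP genes share 189 genes, of which 1 rose and 14 fell in cells with *Lhx3/4* (edgeR). Of the other 1333 CPP genes tested, 24 rose and 35 fell (two-sided exact binomial test, p = 0.193), or 59 and 94 with the replicate number as a block (p = 0.0058). The binomial test takes equal numbers as its reference. Among all tested genes 398 fell and 252 rose, or 947 and 644 with the block, so this test does not set CPP genes apart from others. Genes of the CPP list, like those of the 3 other lists tested, passed the test for change in either direction (fry of limma, adjusted p = 3.7e-05 for the CPP list). The test for movement in one direction gave an adjusted p of 0.613, or 0.02, downward, with the block, and neither test compares the list with other genes. The paper's evidence includes falls among highly expressed ANP genes and ANP regulators, and the rise of some primary CPP targets such as *Foxf*. It also includes the few *Foxf* targets that rose and the CPP list, in which the paper counts 83 genes down and 53 up. From these the paper concludes that *Lhx3/4* disrupted the ANP program severely and carried out the CPP program only in part. It proposes that ectopic activation of MG programs potentially disturbed both.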

While these results support the cofactor-dependent induction model, they do not indicate that lineage-determining factors function as “master-regulators” of differential induction downstream of a shared signal. Instead, these factors appear to participate as key players in complex, cascading circuits that dictate lineage-specific responses.

## Discussion

### A dual role for *Lhx3/4* in cardiopharyngeal progenitor specification

Previous studies have shown that CPP cells are specified through the combined activity of FGF-activated *Ets1/2*.*b* and an inferred ATTA-binding transcriptional cofactor. Here, our loss and gain of function data strongly support the hypothesis that *Lhx3/4* serves as this cofactor. Interestingly, this represents a second role for *Lhx3/4* in CPP specification, as it also contributes to founder cell specification earlier in development (Fig 1A). The resulting CPP specification circuit (Fig 3E) resembles an extended coherent feed-forward loop (FFL) [5]. In a typical FFL, a primary TF (A) participates in direct regulation of a target gene (C) while also participating in indirect regulation through a transcriptional cascade whereby (A) also activates a secondary TF (B), which coactivates the target gene (C). If all of the interactions are positive, then the FFL is considered to be a Type 1 Coherent FFL (C1-FFL) and serves to generate a “sign-sensitive delay.” During CPP specification, *Lhx3/4* acts in a similar manner to the primary TF in a coherent type 1 FFL, activating target genes directly and indirectly through a transcriptional cascade (Fig 3E). However, in this case, the transcriptional cascade is more complex, as it involves 2 separated cascading steps (A activates B1, B1 activates B2, then A and B2 activates C). Network motifs are largely derived from studies of single-celled organisms, and it was predicted that these motifs would be more complicated and extended in developmental GRNs for multicellular organisms [5]. Studies of these more elaborate extended or interlinked motifs remain limited, and the functions of such motifs have not been well characterized [95]. This extended FFL may generate a sign-sensitive delay, but further testing will be required to examine potential impacts of this motif on regulatory dynamics. Functionally, this extended cascade links autonomous specification (Fig 1A) to non-autonomous, signal-dependent subspecification (Fig 1C). It will be interesting to investigate how often similar motifs are deployed in developmental GRNs and whether this represents a recurring topological feature, leveraging persistent expression of a lineage-determining TF to drive initial signal-independent specification along with subsequent signal-dependent subspecification. It will also be critical to further assess the exact contributions of *Ets1/2*.*b* and *Lhx3/4* in cardiopharyngeal specification and to determine whether these 2 factors directly interact or function in a cooperative or semi-independent manner. Additionally, it will be interesting to examine whether *Lhx3/4* (or other members of this gene family) play similar roles during vertebrate cardiopharyngeal specification. Although previous studies suggest that *Lhx2* participates in cardiac and craniofacial development in mouse embryos [96], further studies will be needed to assess potential evolutionary implications regarding cardiopharyngeal development within the shared tunicate/vertebrate ancestor.

### Cofactor-dependent induction as a novel gene regulatory network subcircuit

Current reviews propose that a limited suite of subcircuit topologies capture the key regulatory logic of cascading gene regulation during development [8,13,14,20,21]. However, the existing slate of theoretical GRN subcircuits do not encompass the regulatory logic entailed by cofactor-dependent inductive signaling. To illustrate this, we have adopted diagrams previously deployed to depict the range of subcircuits observed in the well-characterized sea urchin developmental GRN [22]. According to these diagrams, inductive signaling entails a subcircuit in which gene expression is activated when both a signal Z (FGF), and the associated signal-dependent TF Y (Ets) are present (Fig 7A). However, according to this subcircuit, the same signal would always lead to the same transcriptional response. In order to explain signal specificity, we have combined this inductive signaling subcircuit with the previously posited “AND logic” subcircuit in which 2 TFs (W and X) coregulate gene expression (Fig 7B; [22]). The resulting “cofactor-dependent induction” subcircuit (Fig 7C) illustrates the key role of lineage-determining cofactors (X) in spatially restricting gene activation in response to widespread expression of signals and associated signal-dependent TFs (Y+Z). This model also illustrates how expression of multiple, spatially distinct cofactors (X_1_-X_4_) mediates differential, lineage-specific expression (colored boxes) in response to a shared signal (Fig 7D). As highlighted in this study, *C*. *robusta* provides a valuable experimental platform for investigating how widespread use of a shared signaling pathway (FGF/MapK/Ets) is translated into lineage-specific gene expression through the deployment of spatially restricted cofactors (Figs 1G and 7D).

**Fig 7:**
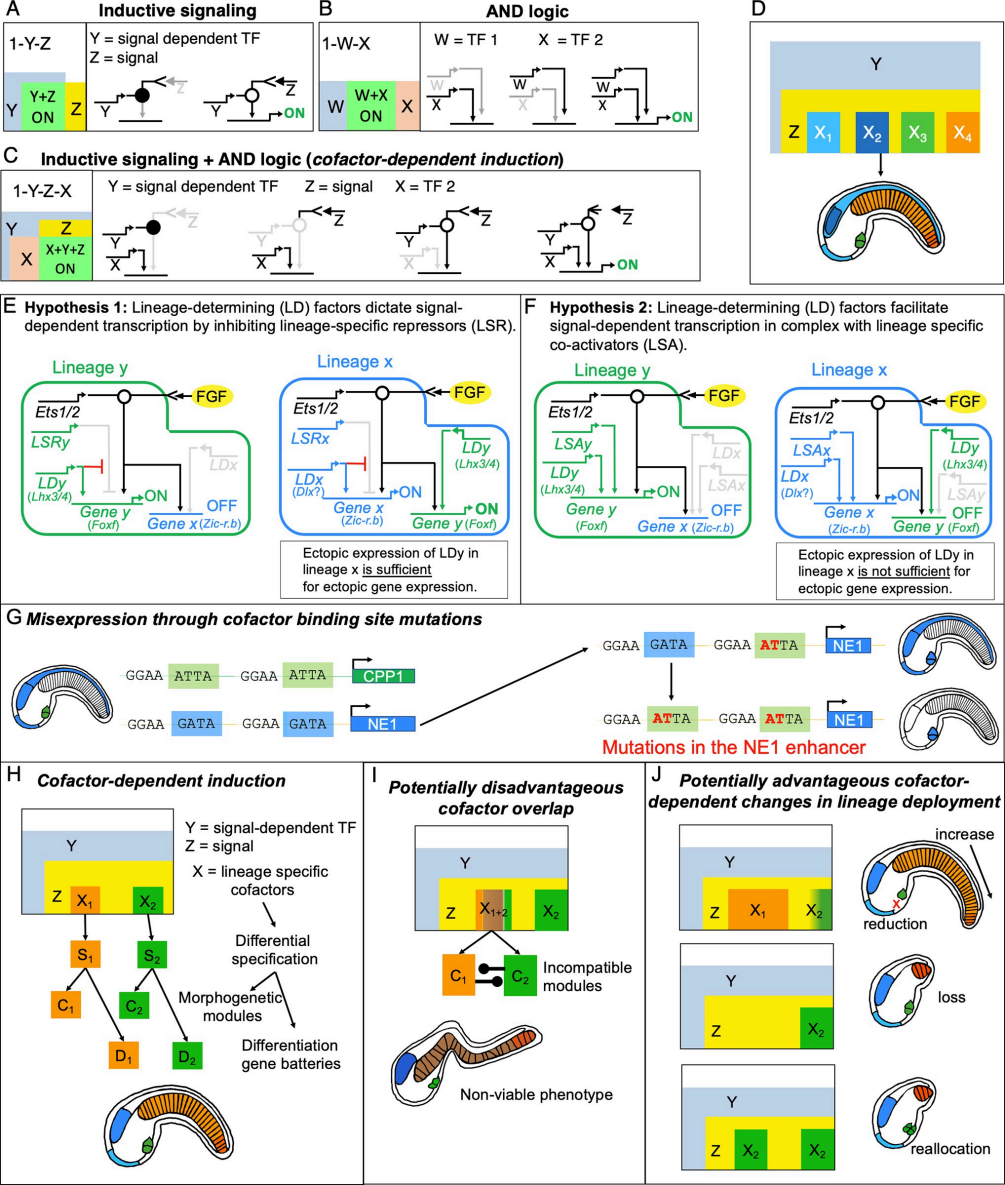
Theoretical implications of cofactor-dependent induction. **(A-C)** Subcircuit diagrams in which left hand boxes represent spatial domains for each contributing factor along with conditions that allow activation of each circuit, right hand boxes portray regulatory states, while gray lines and arrows indicate absence or inactivity of a particular factor. **(D)** Illustrations of spatially distinct outputs (color scheme from Fig 1G) due to differential expression of LD factors in accordance with the cofactor-dependent induction subcircuit (C). **(E, F)** Circuit diagrams illustrating 2 different models for the role of LD cofactors in signal-dependent transcription (see text). **(G)** Schematic illustrating the potential impact of LD factor binding site mutations on signal-dependent expression of a hypothetical cardiopharyngeal progenitor lineage gene (CPP1, green) and neuroectodermal gene (NE1, blue). **(H)** Schematic illustrating the role of LD factors (X_1_, X_2_) in spatially restricted activation of specification modules (S_1_, S_2_) along with downstream morphogenetic modules (C_1_, C_2_) and differentiation gene batteries (D_1_, D_2_). Colors in accordance with Fig 1G. Note that these cartoons include 2 characterized, distinct notochord domains, primary notochord (orange) and secondary distal notochord (dark orange). **(I)** Schematic illustrating the hypothesized impact that overlapping expression of LD factors would have on morphogenetic programs. Cartoon tailbud depicts resulting nonviable phenotype. **(J)** Schematic illustrating hypothetical scenarios by which misexpression of LD factors might lead to selectively advantageous phenotypes. Top: primary notochord cofactor domain expansion generates more notochord cells or CPP cofactor domain restriction generates reduced cardiopharyngeal cells; center: the loss of a primary notochord cofactor results in a shortened tail, note that the distal secondary notochord (dark orange) is known to be independently specified; bottom: extended expression of the CPP cofactor in place of the primary notochord cofactor reallocates primary notochord lineage cells to increase the numbers of CPPs. CPP, cardiopharyngeal progenitor; LD, lineage-determining; LSA, lineage-specific coactivator; LSR, lineage-specific repressor; TF, transcription factor.

Inclusion of the cofactor-dependent induction subcircuit will be essential for productive integration of many key signaling pathways into theoretical models of regulatory networks. In recent overviews, 2 subcircuit categories center on signaling, community effect, and toggle switch subcircuits [13,14]. Community effect subcircuits involve signal-dependent feedback loops that can generate a broad, regional transcriptional response to a spatially or temporally restricted initiating signal. Toggle switches serve to explain the regulatory logic underlying a subset of widely deployed developmental signaling pathways including Wnt, Notch, and Hedgehog. In these 3 signaling pathways, signal-dependent TFs act as repressors until they are converted to activators by receipt of the appropriate signal. Neither of these categories encompass the logic underlying differential, lineage-specific responses to the other 7 major families of highly pleiotropic developmental signals (TGF-ß, RTK, JAK-STAT, Hippo, Nuclear Receptor, NFK-ß, and JNK). In these 7 pathways, signal-dependent TFs do not function as default repressors. Rather, signal-dependent alteration of the localization or function of corresponding TFs can either promote or suppress gene expression in a context-dependent manner. The logic underlying transcriptional regulation by these 7 major signaling pathways is captured by cofactor-dependent induction subcircuit (Fig 7C). Thus, integration of this subcircuit category will help to rectify inaccurate representation of signal-dependent regulatory logic in current theoretical models. For example, signal-dependent TFs, including Ets family members, are often included in regulatory circuits without inclusion of the upstream signal mediating their activity or consideration of the logic mediating lineage-specific outputs [1,10,13,14,97–102].

### Potential roles for lineage-specific cofactors in signal-dependent transcription

Our identification of *Lhx3/4* as the lineage-determining factor for CPP specification extends the list of characterized partners mediating lineage-specific response to FGF, as illustrated in Fig 1G. In looking over this list, it becomes apparent that a simple model in which a single lineage-determining partner dictates differential, signal-dependent transcription is incomplete. In particular, some of these partners are in the same gene family. For example, the presumptive lineage-determining partners for CPP and ANP progenitors, *Lhx3/4* and *Dlx*.*b*, are both homeobox-family factors and would thus bind the same core nucleotides (ATTA). Therefore, it is not clear how enhancers would encode differential transcriptional responses to *Ets1/2*.*b* and *Lhx3/4* in versus *Ets1/2*.*b* and *Dlx*.*b*. One straightforward way to bypass this issue is to invoke the role of lineage-specific cofactors that also bind to signal-dependent regulatory elements (Fig 7E and 7F). These could either be lineage-specific repressors (Fig 7E, LSR) or lineage-specific coactivators (Fig 7F, LSA). Future studies will focus on characterizing these presumptive lineage-specific cofactors and their respective binding sites through informatic and wet-bench analysis of FGF-dependent regulatory elements in *C*. *robusta*.

### A primary, instructive role for lineage-determining factors in signal-dependent transcription

Current models of signal-dependent transcription do not indicate whether lineage-determining factors instruct or facilitate lineage-specific responses to pleiotropic signals [22,23,103,104]. The precise contribution of lineage-determining factors may be determined by their interactions with additional cofactors. For example, lineage-determining factors could instruct signal-dependent transcription by blocking a lineage-specific repressor (Fig 7E). Alternatively, lineage-determining factors could form a complex with one or more lineage-specific co-activators, facilitating signal-dependent transcription only when other members of the complex were available (Fig 7F). Based on this hypothetical framework, our results strongly suggest that lineage-determining factors play a primary, instructive role in signal-dependent transcription by blocking repressor activity (Fig 7E). In particular, we have shown that ectopic expression of *Lhx3/4* is sufficient for activation of CPP gene expression in the ANP (Figs 4E–4O, 6D and S4) as predicted by the “lineage-specific repressor” model (Fig 7E). The contribution of lineage specific repressors also serves to explain why ectopic CPP reporter expression extends into all 4 rows of the ANP including the anterior rows in which FGF-dependent expression of non-palp ANP genes are usually suppressed (Fig 4F and 4L). In particular, these results suggest that CPP regulatory elements do not contain binding sites for repressors that modulate ANP expression in the palps. Further studies will be required to explore the role of presumptive lineage-specific repressors or cofactors and generate a precise model for the genomic encoding of signal-dependent transcription.

### Capabilities and limitations of lineage-determining transcription factors

Our data indicate that the roles of lineage-determining cofactors in inductive circuits may vary for different target genes. In particular, we found that misexpression of the CPP lineage-determining factor (*Lhx3/4*) drove ectopic expression of one CPP target gene (*Foxf*) in a purely FGF/MapK-dependent fashion while another target gene (*Hand*.*r*) displayed ectopic expression independent of FGF/MapK signaling (Fig 4). While the response of *Foxf* to this manipulation can be explained by invoking lineage-specific repressors (Fig 7E), the response of *Hand*.*r* appears to reflect an alternative regulatory logic in which high levels of cofactor expression (transgene-driven *Lhx3/4*) may overcome the need for a signal-dependent input.

Our data also highlight a key role for the regulatory landscape in modulating the impact of cofactor-dependent inductive circuits on downstream specification and morphogenetic programs. Based on our model, we predicted that ectopic expression of the CPP lineage-determining factor (*Lhx3/4*) would be sufficient to launch the CPP specification program along with downstream morphogenetic modules. We assumed that simultaneous execution of the native ANP program led to incompatible gene expression patterns that drove observed aberrations in ANP cell behaviors. However, our RNA-sequencing results did not align with this interpretation. Instead, these results indicated that ectopic execution of the CPP regulatory cascade was highly abbreviated, failing to fully extend beyond the expression of a subset of primary target genes (Fig 6H). These data also indicated that the native ANP regulatory cascade was severely disrupted leading to down-regulated expression of many key ANP TFs and downstream morphogenetic genes (Fig 6E and 6F). Intriguingly, it also appears that *Lhx3/4* misexpression drove ectopic activation of a MG patterning program, as reflected by robust up-regulation for a subset of TFs associated with this lineage. Thus, it appears that the capacity for lineage-determining factors to dictate lineage-specific inductive cascades is limited and context dependent. Although misexpression of a cofactor can launch an ectopic inductive program, further execution is likely constrained by the preexisting regulatory state of the target lineage. Further studies will be required to delineate how execution of conflicting inductive programs play out in different linages and at different time points in development.

### Implications of cofactor-dependent induction for disease states and evolution

Fully characterizing the regulatory logic underlying signal-dependent transcription will be critical for understanding and predicting the roles of nucleotide polymorphisms in disease ontogeny and evolutionary diversification. The regulatory elements encoding differential responses to highly pleiotropic signals may be particularly vulnerable to erroneous execution of specification or morphogenetic programs. This hypothesis is supported by previous studies regarding the use of suboptimal Ets binding sites in *C*. *robusta* regulatory elements encoding responses to FGF-dependent induction [105–107]. In these studies, optimization of Ets binding sites in anterior neural or cardiopharyngeal lineage enhancers was sufficient for widespread misexpression in other lineages undergoing FGF-dependent specification. Thus, it is likely that single nucleotide polymorphisms in other signal-dependent TF binding sites or in binding sites for lineage-determining cofactors could alter gene expression, thereby compromising developmental or physiological genetic programs. For example, 2 base pair mutations could convert core binding motifs for the characterized neuroectodermal (NE) lineage-determining factor (GATA) in a *C*. *robusta* NE enhancer into core binding motifs for the cardiopharyngeal lineage determinant *Lhx3/4* (ATTA; Fig 7G). According to our current model (Fig 7E), this change would be sufficient to drive ectopic cardiopharyngeal expression (as illustrated in Fig 7G) assuming that NE enhancers lack binding sites for cardiopharyngeal lineage repressors (Fig 7E). A similar logic applies to potential misexpression of lineage-determining factors. As mentioned above, our *Lhx3/4* misexpression results (Figs 4 and 6) indicate that lineage-determining factors play a primary, instructive role in differential execution of specification programs in response to widespread signals. According to current models, the resulting execution of lineage-specific specification programs lead to downstream execution of lineage-specific morphogenetic and differentiation modules (Fig 7E and 7H). Thus, polymorphisms that result in overlapping expression of lineage-determining factors (Fig 7G) may result in execution of incompatible morphogenetic programs and contribute to the onset of inappropriate cell behaviors associated with congenital defects or disease (Fig 7I). From an evolutionary perspective, cofactor-dependent induction may represent a highly versatile GRN subcircuit subject to modifications that could result in selectively advantageous phenotypic changes. For instance, shifts in the expression domain of a lineage-determining factor could drive trait diversification through reduction, loss, or reallocation of a cell lineage (Fig 7J). Comparative analysis between the developmental GRNs in *C*. *robusta* and other diverse tunicates represent a potent framework for investigating whether these hypothesized regulatory shifts in cofactor-dependent induction subcircuits have contributed to trait loss, such as the loss of cardiopharyngeal structures in larvaceans [108–110] or trait diversification, as exhibited within highly divergent pelagic tunicate taxa [111].

## Materials and methods

### Molecular cloning

*Mesp>H2B*::*GFP* was previously described in [35]. *U6>sgRNA(F+E)* and *Mesp>nls*::*Cas9*::*nls* were generously provided by Lionel Christiaen [56]. Targeting *U6>sgRNA* plasmids were created by ligating annealed, phosphorylated oligo pairs into a BsaI-digested, empty *U6>sgRNA(F+E)* vector (S1 Table). *FoxfΔepi>LacZ* was created by fusing together 2 sections of DNA upstream of the *Foxf* gene. This approximately 200 bp deletion eliminates expression in the epidermis [39]. The first fragment spanned from 1,238 bp to 857 bp upstream of the *Foxf* TSS and was amplified using the 5′ oligo GAATGTGGTGTTATACTT and 3′ oligo CTCTCCAACGCGATCCAT. The second fragment spanned from 648 bp upstream of the TSS to 360 bp downstream of the TSS using the 5′ oligo CGAGTCGTAAAGCTTGCCG and 3′ oligo GCCTGATGTAATCTGTCTGC. This second fragment includes the *Foxf* 5′ UTR and the first 99 amino acids of the *Foxf* coding sequence, which was fused in frame with *LacZ*. *Hand*.*r>LacZ* was described in [39] (*Hand-like -1972-1793*:*296*:*lacZ*). *Dmrt>LacZ* and *Dmrt>GFP* were generated as in [48]. *Dmrt cis*-regulatory DNA was amplified with the 5′ oligo TCAGAACGAGGCGCTACATG and 3′ oligo TCACTGTTCTAAGCAAGGTATCAAGG [48]. *Dmrt>Lhx3/4* was generated by amplifying full length *Lhx3/4* (KY21.Chr13.457.v1.ND1-1) from mixed stage embryo cDNA using the 5′ oligo ATGATTCTCGATACTAAGGCGC and 3′ oligo CCACGTGACACATTTCCAA. This fragment was subcloned into the *Dmrt>GFP* vector after restriction digest removal of the *GFP* sequence. The sgLhx3/4-protected rescue construct (*Mesp>Lhx3/4*^*rescue*^) was created by removing *H2B*::*GFP* from our *Mesp>H2B*::*GFP* construct and inserting the full length *Lhx3/4* (KY21.Chr13.457.v1.ND1-1) sequence. This construct (*Mesp>Lhx3/4*) was then amplified with the oligos agca**g**tt**a**gg**a**ac**t**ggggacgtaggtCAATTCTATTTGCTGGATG and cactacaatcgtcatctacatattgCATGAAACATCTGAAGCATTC (bold underlined nucleotides highlight induced mutations that do not affect translated amino acid sequence). About 1.0 μL of PCR product was used with the NEB Kinase-Ligase-DpnI enzyme mix (M0554S) per manufacturer’s instructions. The resulting clones were screened via Sanger sequencing for presence of desired mutations.

### Electroporations

Gravid *C*. *robusta* were provided by MREP, collected from various locations near San Diego, CA, and kept under constant illumination in a recirculating refrigerated tank to promote the accumulation of gametes. Transgene DNAs in water used for electroporations were pooled together and mixed to a final concentration 0.77 M D-Mannitol. Specific amounts of transgene DNAs used per experiment were listed in S1 Table. Electroporations were carried out essentially as in [64], and electroporated embryos were left to develop at 18°C in 0.22 μm-filtered artificial seawater supplemented with penicillin/streptomycin (10 U/mL and 10 μg/mL, respectively). An individual trial refers to an independent electroporation on a different day using different parent animals.

### Sequencing of CRISPR-Cas9-induced indels

*Lhx3/4* CRISPR-Cas morphants coexpressing a *Mesp>H2B*::*GFP* reporter were developed until the early tailbud stage. Embryos were dissociated in magnesium and calcium-free seawater in 0.2% trypsin (Sigma Aldrich) on ice as in [36]. Trypsin was quenched using 1% BSA (Sigma Aldrich) and placed in calcium and magnesium-free seawater on ice. Dissociated GFP-positive cells were FACS collected using a BD Influx cell sorter (Penn Genomic and Sequencing Core, University of Pennsylvania). Captured cells were utilized directly as PCR template and amplicons containing the target sequences were generated using the 5′ oligo GTAGACAATGCAGACCGGA and the 3′ oligo CGTCACAATACCTTGTATTCGTTGATCG. Amplicons were cloned into an empty vector and submitted for Sanger sequencing.

### Juveniles

After coelectroporation with *Mesp>nls*::*Cas9*::*nls*, *PC2>Kaede* (CITRES, https://marinebio.nbrp.jp/ciona/), and sgRNA plasmids targeting *GFP* or *Lhx3/4*, animals were kept on gelatin coated dishes for 20 to 22 hours at 18°C until reaching the swimming larval stage. Larva were transferred to gelatin-coated dishes with scratch marks that facilitate adhesion of the papillae to the dish necessary for metamorphosis. Animals were reared until reaching the end of the first ascidian stage (Stage 6: Days 7 to 9 postfertilization). Animals were first sorted based on the presence of the coelectroporation fluorescent marker (*PC2>Kaede*) and then heart morphology and peristalsis were assessed under transmitted light. Animals were scored as either normal or abnormal. Representative transmitted light videos were taken with a Zeiss LSM 980 confocal microscope. Those specimens were then relaxed using a menthol crystal placed in seawater until animals were unresponsive (approximately 15 minutes). Animals were fixed in 4% paraformaldehyde for 15 minutes at room temperature and stored at 4°C overnight. Animals were washed 3 times in 1X phosphate-buffered saline (PBS) for 5 minutes. Animals were then stained with 1:1,000 DAPI (Thermo Fisher Scientific) for 30 minutes at room temperature and washed in 1X PBS. Animals were placed in an optical dish and imaged using a Zeiss LSM 980 confocal microscope at 40× magnification in 1X PBS.

### LacZ staining

Embryos were fixed in MEM-GA (0.1 M MOPS (pH 7.4), 0.5 M NaCl, 2.0 mM MgSO4, 1.0 mM EGTA (pH 8.0), 0.2% glutaraldehyde, 0.05% Tween 20) for 30 minutes at room temperature, then washed 4X in 1X PBS plus 0.2% Tween 20 (PBST). Embryos were stained in a solution of 1% X-gal, 100 mM MgCl, 0.75 M Na2HPO4, 1.0 M NaH2PO4, 100 mM potassium ferrocyanide, 100 mM potassium ferricyanide, and 0.10% Tween 80, at room temperature for 2 to 4 hours, then washed 2X in PBST before transfer into 70% glycerol for imaging.

### Immunohistochemistry

Immunohistochemistry was executed as in [112]. Briefly, embryos were fixed in 2% paraformaldehyde, washed in PBST, and briefly permeabilized in ice-cold 100% methanol. Embryos were incubated at room temperature for 1 to 2 hours or 4°C overnight with primary antibody (rabbit-anti-GFP, Thermo Fisher Scientific, A11122) at 1:1,000, washed 3 times in PBST, and incubated at room temperature for 1 to 2 hours or 4°C overnight in secondary antibody (Alexa Fluor 488, A-11001, Thermo Fisher Scientific) at 1:500. Embryos were washed twice in PBST, incubated for 10 minutes in 50% glycerol/PBST and 1:1,000 DAPI, and then transferred to 80% glycerol/PBST for imaging.

### In situ hybridization

Whole mount in situ hybridization was performed essentially as in [113] with slight modifications. After several hours of staining, embryos were transferred out of staining buffer into 1X Tris-buffered saline and rocked at 4°C overnight. The next day, embryos were transferred back into staining buffer for further colorimetric development. Upon completion, embryos were washed in PBST, fixed briefly in 4% paraformaldehyde, washed 2X in PBST, and transferred to 70% glycerol for imaging. Embryos probed for *Ets1/2*.*b* expression were transferred into 100% EtOH for approximately 5 minutes, then washed twice in PBST, prior to transfer into 70% glycerol.

### Imaging

Images of LacZ-stained and in situ hybridized embryos were captured through a 10X objective using a Nikon Alphaphot with an AmScope 10MP USB 2.0 Color CMOS Camera. Images and time-lapse movies of embryonic and larval fluorescence were captured on a Zeiss LSM 980 confocal microscope at 20× magnification. Fixed samples were imaged in 1X PBS, and live embryos were imaged in artificial seawater. S4–S8 Movies were generated by assembling time-lapse series of Z-stacks of live embryos from Stage 16 through Stage 25 using ImageJ software [114].

### mRNA sequencing and analysis

PolyA+ RNA was isolated from GFP+ cells (dissociated and FACS-collected as above; Penn Genomic and Sequencing Core, University of Pennsylvania). Paired-end libraries were prepared from >10 ng RNA (Takara SMART-Seq HT). Libraries were pooled and then sequenced on a lane of a NovaSeq 6000 S4 (Illumina) at Azenta Life Sciences, generating maximum reads of 150 nucleotides and a read depth of 45 to 62 million reads/sample (assessed using FastQC). Reads were then aligned by HiSat2 [115] to the ci3 assembly (UCSC Genome Browser). The *C*. *robusta* KH2012 gene models were used [116]. Referenced KY21 genes were manually converted using the KY genome browser [57]. KH IDs were input into the genome browser search bar. Results on the genome browser contained the KY IDs and homolog information. HTSeq was used to perform gene counts [117]. 

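HTSeq sets aside reads that it cannot give to 1 gene. Unaligned reads made up 17.7%, 19.5% and 15.5% of all counts, summary lines included, in control replicates 1, 2 and 3 and 15.1%, 14% and 12.1% in *Lhx3/4* replicates 1, 2 and 3. Reads outside any gene model made up 4.88% to 9.63% of all counts of a library, and reads over more than 1 gene model 5.38% to 5.97%. The 10 genes of highest count took 4.91% to 6.27% of the gene counts.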

DESeq2 was used to normalize gene count and calculate Log2 Fold Change and p-adjusted statistical significance [118]. A minimum of 100 reads was the threshold required for gene expression.

## Supporting information

S1 Table **(Top)** Mass of transgene DNA used in each experiment. **(Bottom)** Sense strand sequences of sgRNAs used in this study.
(XLSX)

S1 Fig Full homeobox screen data. **(Left)** Average percent of embryos displaying perturbed migration covering 2 trials for all of the sgRNAs tested in this study (* = *p* < .05). **(Right)** Table of *p*-values comparing sgRNA effects on migration. Column 1) *p*-values for negative controls vs. other sgRNAs; column 2) *Ets1/2*.*b* sgRNAs vs. other sgRNAs; and column 3) the 185/886 pair of *Lhx3/4* sgRNAs vs. other sgRNAs.
(TIF)

S2 Fig Detailed *Lhx3/4* targeting strategy. **(A)** Diagram of *Lhx3/4* locus depicting the 2 isoforms of *Lhx3/4* and the locations targeted by *Lhx3/4* sgRNAs. **(B)** Sequencing results. WT spans upstream of the sgLhx3/4^185^ position to downstream of the sgLhx3/4^886^ position, (6,221 bp) indicates the nucleotides in the intervening wild-type sequence, underlining marks sgRNA NGGs. C06, C08, C14: sequenced clones of CRISPR morphant amplicons. Dashes indicate missing nucleotides in the sgRNA-targeted sequences. Two clones (C06/C14) had deletions, while one clone (C08) had a deletion and an addition of *TATA* (nonbolded).
(TIF)

S3 Fig Complete representation of the *Lhx3/4* rescue experiment. **(A)** Left: representative embryos, inset numbers refer to quantity of embryos displaying the phenotype presented by each image over total GFP+ embryos for each group. Arrows point to normal CPP position at this time point. Green, GFP fluorescence. Right: graph of percent migration phenotype for each group for GFP+ embryos. Blocked migration refers to CPPs in the tail; excess migration refers to CPF-lineage anterior tail muscle cells in the trunk. *n* = 300 per condition. **** indicates *t* test *p*-value of < .0001. **(B)** Graph of overall percent GFP-negative embryos per condition.
(TIF)

S4 Fig Confocal imaging of *Lhx3/4-*activated *Hand*.*r>LacZ* in the ANP lineage. **(Top)** Representative control embryo electroporated with *Hand*.*r>LacZ* and *Dmrt>GFP*. **(Bottom)** Representative embryo electroporated with *Hand*.*r>LacZ*, *Dmrt>GFP*, and *Dmrt>Lhx3/4* displaying *Hand*.*r>LacZ* reporter expression in the ANP lineage (white arrowheads). Confocal max projected Z-stacks were scored over 2 trials. In the *Dmrt* lineage, 13/13 (100%) of control embryos exhibited no *LacZ* staining, whereas 15/16 (93.7%) of experimental *Hand*.*r>LacZ* and *Dmrt>Lhx3/4* transgenic embryos were positive for *LacZ* staining in the *Dmrt* lineage.
(TIF)

S1 Movie Control juvenile showing peristalsis normally observed in the range of control animals (corresponds to Fig 3I). (MOV)

S2 Movie Experimental juvenile with sgRNAs targeting *Lhx3/4* that has no discernable myocardial cells (corresponds to Fig 3J). (MOV)

S3 Movie Experimental juvenile with sgRNAs targeting *Lhx3/4* that exhibits abnormal peristalsis due to severe disruption of myocardial tube morphogenesis. Note that the heart appears to be compressed against the stomach. All videos contain juveniles that are in the first ascidian stage (Stage 6: Days 7–9).
(MOV)

S4 Movie Representative control embryo (*Dmrt>GFP*) displaying normal development and GFP expression in the anterior neural plate lineage. S4–S8 Movies are constructed from confocal Z-stacks starting at Stages 15–16 (approximately 7 hours postfertilization) through Stage 25 at 20-minute intervals. Developing embryos are dorsal side up and anterior to the left.
(MOV)

S5 Movie A second representative control embryo displaying normal development of GFP-labeled cells. (MOV)

S6 Movie Representative experimental embryo (*Dmrt>Lhx3/4*) displaying aberrant behavior of GFP-labeled cells (described in text). (MOV)

S7 Movie A second representative experimental embryo displaying aberrant behavior of GFP-labeled cells. (MOV)

S8 Movie A third representative experimental embryo displaying aberrant behavior of GFP-labeled cells. (MOV)

S1 Appendix Raw data for Figs 2–5. Raw counts for all of the experiments conducted in Figs 2–5. Tab labels refer to data presented in particular graphs.
(XLSX)

S2 Appendix RNA-sequencing data. **(Tab 1)** DESeq2 statistics for all genes. **(Tab 2–6)** Lists of up- and down-regulated genes from Fig 6. First column lists the KH gene IDs for all genes that were selected for a particular analysis shown in each figure panel. The KH gene IDs for all relevant genes that were significantly up- or down-regulated are shown in blue or red font. Boxes indicate the most highly impact subset of genes as shown in the Fig 6 tables. For these genes KH IDs were paired with KY IDs and human homologs. **(Tab 7)** Referenced *Foxf* target genes.

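In S2 Appendix, the first columns of Tabs 2 to 6 list the KH gene models selected for panels of Fig 6, and that of Tab 7 lists *Foxf* targets that the paper refers to. Tab 2 lists 327 transcription factors, Tab 3 the 1000 genes of highest expression in control cells, Tab 4 holds 60 entries on neural tube closure, Tab 5 104 on polarity, actin and adhesion, Tab 6 1630 on CPP expression and Tab 7 26 *Foxf* targets. These lists defined the gene groups compared here. The copy of Tab 1 used here holds 1999 lines of the authors' DESeq2 statistics. Those statistics were read instead from the authors' deposited table, in which DESeq2 gave no adjusted p for 1335 genes. KH models were paired with names for 99 genes, through the KY models and human homologs that S2 Appendix and Fig 6 give.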

(XLSX)

## Abbreviations

ANP: anterior neural plate
ASMF: atrial siphon muscle founder
ASV: anterior sensory vesicle
CPF: cardiopharyngeal founder
CPP: cardiopharyngeal progenitor
EGF: epidermal growth factor
FFL: feed-forward loop
FGF: fibroblast growth factor
FGFR: FGF receptor
GRN: gene regulatory network
HP: heart precursor
HPF: hours postfertilization
LSA: lineage-specific coactivator
LSR: lineage-specific repressor
MapK: Map kinase
MG: motor ganglion
NE: neuroectodermal
PBS: phosphate-buffered saline
RTK: receptor tyrosine kinase
TF: transcription factor
VEGF: vascular/endothelial growth factor

How the deposited data were processed for this re-analysis (not part of the article)

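The data are 6 mRNA libraries of ANP lineage cells of *Ciona robusta* sorted on GFP, 3 from control embryos (*Dmrt>GFP*) and 3 from embryos that misexpressed *Lhx3/4* (*Dmrt>Lhx3/4*). The authors aligned paired-end reads with HISAT2 to the ci3 assembly and counted reads per KH2012 gene model with HTSeq, and they deposited 1 table of raw counts per library. The authors also deposited a table of their DESeq2 comparison, with log2 fold changes, a mean signal of normalized counts, a Wald score, natural log coefficients, and p-values raw and adjusted. The submitters' processing notes name DESeq2, FastQC, HISAT2 and HTSeq, and versions and the strand setting of the counting are not given in the sources used here. Without strand, reads of overlapping genes on opposite strands cannot be told apart. Each table ends with 5 HTSeq summary lines, which were left out of library sizes and tests. Unaligned reads were 12.1% to 19.5% of all counts.

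The values here were computed from the raw counts with R 4.3.3, edgeR 4.0.16 and limma 3.58.1. Genes with at least 100 reads over the 6 libraries (13641 of 16526) were tested with edgeR's quasi-likelihood test after TMM normalization. The paper states a minimum of 100 reads without saying whether it is per library. A gene was called at an adjusted p under 0.05 over all tested genes and a log2 fold change of at least 0.58 in either direction, as in the paper. CPM were made from the authors' counts with TMM factors of 0.97 to 1.06. Against a group with no read, folds are lower bounds from a floor of 3 counts over the group, and with 1 to 3 reads the ratio has a 95% interval (exact binomial). Intervals and floors cover counting error only.

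Deviations of log2 CPM from the group means, over genes, correlated at 0.55, 0.46 and 0.55 between control and *Lhx3/4* libraries of the same number. Between groups at different numbers they correlated at -0.17 to -0.34, and within groups at -0.27 to -0.64. Deviations from a mean cancel out over its group, so the values within groups are negative on average by construction. Where pairs of the same number are positive, the same cancellation lowers pairs of different number. From the positive values the numbers were taken to pair the libraries in the fit with the block. The main fit, set before the data were examined, leaves this pairing out. It called 650 genes, against 1591 with the block, so a gene that did not pass it may still have changed. The pairing comes from these values, since the labels and the paper's text tie no number to a day or an electroporation. Libraries of one group differed by far more than sampling noise (chi-square per degree of freedom 122 to 347), so none was taken for a library deposited more than once. This does not show that they came from separate embryos. Nothing in the sources used here says which embryos each library came from, so p-values measure the spread between these libraries.

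The 6 gene lists come from S2 Appendix, and these lists, the test and the alternatives were set before the data were examined, apart from the alternatives named in the closing parts as chosen later. Camera and the share of calls (Fisher's exact test, two-sided) were run on 4 lists, where 6 had been intended, because the copies of the neural tube closure list and of the migration and adhesion list hold fewer genes than the paper gives. Adjustment of these tests is over 4 lists, and over both directions for shares. Random lists (10000) were matched on mean log2 CPM in 20 bins. Fry of limma tested whether genes of a list moved one way or in either direction. Alternatives were DESeq2 1.42.0, other normalizations and filters, stricter thresholds, the replicate number as a block, other choices of list and leaving out each library.

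Named genes are those that the paper names and S2 Appendix pairs with a KH model, the 10 up and 10 down genes of largest fold change with separate groups, and the 4 up and 4 down of largest fold change in each list. The fold changes printed in the paper had been seen when this rule was set. Names were paired for 99 genes through S2 Appendix and Fig 6. None of the 1241 RefSeq-like IDs in the files matched the reference gene table (0), nor did any KH ID (0), so no coordinates are given. Genes of the paper whose pairing was not found, such as *Islet*, *Pax6* and *Irxa*, are not analysed here, and some named genes are not reported here. Markers of other cell types were not tested as sets, since names are paired almost only for genes that the paper lists as changed.

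The edgeR, block and DESeq2 steps were tested on simulated data for *Lhx3/4* against control over 13450 genes. At a 2-fold change edgeR recovered 6 of 99 genes, the block 0 and DESeq2 25. At a 4-fold change they recovered 57, 54 and 74 of 100, with 3, 7 and 27 false calls in all. The simulated libraries were drawn without any pairing of replicate numbers, so they do not measure what the block recovers in paired libraries. With no change simulated, edgeR called 0 of 13421 genes, and camera gave p under 0.05 for 0 of 200 random lists of 300 genes. The simulated genes were drawn independently of each other, so this does not measure how camera behaves on genes that vary together.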

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

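The tests of composition scaling, of the excess of falls among all genes and of the divisions of the libraries were chosen only after the results were seen.

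Outside the 6 lists and the genes named by the paper, 209 genes rose and 232 fell (edgeR). KH.C2.932 rose from 3.83 ± 1.93 CPM in controls to 218 ± 36.7 CPM with *Lhx3/4* (SD, n = 3 each), a log2 fold change of 5.83 (standard error 0.41, adjusted p = 5.2e-04 from edgeR). KH.C6.224 rose from 7.93 ± 2.88 CPM to 164 ± 33.5 CPM (SD, n = 3 each), a log2 fold change of 4.37 (standard error 0.33, adjusted p = 6.7e-04 from edgeR). Both are signals far above the control level in genes that the paper does not discuss, and the authors' deposited table also has both up. Among the falls outside the lists, KH.C1.222 had a mean of 179 CPM in controls and 4.06 CPM with *Lhx3/4*, a log2 fold change of -5.46 (standard error 0.36, n = 3 each, adjusted p = 4.2e-04 from edgeR), and another gene had means of 172 and 8.05 CPM, a log2 fold change of -4.41 (standard error 0.34, n = 3 each, adjusted p = 6.7e-04 from edgeR).

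With the replicate number as a block, 1591 genes were called, against 650 without it. The values argue against fewer residual degrees of freedom as the whole cause. The 5 other matchings of *Lhx3/4* to control numbers, with the same degrees of freedom, called 324 to 656. Fewer degrees of freedom cost power, so this explanation was unlikely from the start, and its failure says little about the cause of the gain. A shared source of variation within each number, such as a day or a batch of embryos, may account for the gain. The paper's methods define a trial as a separate electroporation on another day with other parent animals, but neither they nor the labels say that a replicate number is a trial, and this was not tested. No biological explanation was tested.

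Among highly expressed ANP genes, 90 fell and 5 rose. The choice of the list on control libraries is argued against as the whole cause, since among the genes of highest mean over all 6 libraries falls made up 79.8% of calls against 58.5% of those outside that list (two-sided Fisher's exact test, p = 1.7e-04). That test takes genes as independent, and by camera the fall of the paper's list did not pass once the correlation between its genes was estimated (adjusted p = 0.216 with an estimated correlation, and 0.243 with the block added). The TMM scaling itself did not make the excess, as 89 listed genes fell and 7 rose with library totals alone. The TMM factors were only 0.97 to 1.06, so this comparison could hardly differ. It cannot exclude an effect of composition on the totals. Loss of ANP expression under *Lhx3/4* remains open as a biological hypothesis, found and tested here on the same data. The paper also reports failed invagination, missing palps and absent pigment in *Dmrt>Lhx3/4* embryos, which do not rest on these libraries.

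Among CPP genes, 49 fell and 25 rose. Genes of high ANP expression within the list cannot be told apart as a cause, because outside them 35 fell and 24 rose (two-sided exact binomial test, p = 0.193) but the block gave 94 and 59 (p = 0.0058). The binomial test takes equal numbers as its reference. Among all tested genes 398 fell and 252 rose, or 947 and 644 with the block, so its p does not set CPP genes apart. The excess of falls among all genes cannot be told apart either, with falls at 60.6% of calls outside the list and 66.2% inside (two-sided Fisher's exact test, p = 0.377, and p = 0.0117 with the block). For both, the rule first set read the test without the block alone, under which the second explanation would have been kept, and the need for both tests to pass was added after their values were seen. An effect of *Lhx3/4* on CPP genes themselves was not separated from these.

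Of the 10 divisions of the 6 libraries into 3 and 3, only 1, the real one, called as many genes as 650, and the highest other called 0. For each of the 6 lists the count was likewise 1, with 0 for the highest other, against real values of 10 up and 49 down (transcription factors), 5 and 90 (highly expressed ANP genes), 0 and 5 (neural tube closure), 1 and 5 (migration and adhesion), 25 and 49 (CPP) and 1 and 2 (*Foxf* targets). With 10 divisions a share under 0.05 cannot be reached. Among divisions that part all 3 pairs of replicate numbers, the block called 1591 genes for the real one and 0 for each of the others, which place both kinds of library in each group.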

How the results depend on the processing

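DESeq2 without the count filter, DESeq2 with the replicate block, the authors' p-values over the genes kept, the CPP list without the highly expressed ANP genes, the block in the camera and share tests, and leaving out libraries in the camera, share and distance results were chosen only after the data were seen. Counts are given as up and down for all genes, transcription factors (TFs), highly expressed ANP genes, neural tube closure, migration and adhesion, CPP genes and *Foxf* targets. Where the setting itself (a stricter threshold, fewer libraries) does not show why a value moved, the cause was not tested. The number of genes called depended on the test, while falls outnumbered rises among all genes, TFs, the paper's list of highly expressed ANP genes and CPP genes in every setting named here. The list of highest mean in the *Lhx3/4* libraries, a choice that by itself favors genes that rose, gave 31 up and 32 down, or 72 and 51 with the block.

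DESeq2 gave 478 and 746 for all genes, 22 up for TFs, 11 up for ANP genes, 10 down for neural tube closure, 2 and 9 for migration and adhesion, 50 and 80 for CPP genes and 2 and 4 for *Foxf* targets, and called *Hand.r* (1.91). Without the count filter it gave 511 and 799, 23 up, 10 up, 10 down, 2 and 9, 49 and 81, and 2 and 4, with *Hand.r* at 1.91. DESeq2 with the replicate block gave 800 and 1217, 34 and 87, 21 and 143, 2 and 13, 4 and 13, 73 and 159, and 2 and 6, with *Hand.r* at 2.12. The authors' p-values gave 571 and 846, 23 up, 11 up, 1 and 10, 2 and 8, 56 and 83, and 3 and 5, with *Hand.r* at 1.91.

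With edgeR and the replicate block the counts were 644 and 947, 30 and 72, 20 and 145, 11 down, 3 and 10, 66 and 138, and 2 and 5, and *Hand.r* was called (2.13). The block brought the share of TFs up to an adjusted p of 1.4e-04, of CPP genes down to 0.00142 and of *Foxf* targets down to 0.0299, and the rises among CPP calls to 32.4%. Against random lists of matched expression these 3 shares had adjusted p = 8.0e-04, 0.0202 and 0.122 with the block. With the block and an estimated correlation camera gave adjusted p = 0.144 for TFs, 0.243 for ANP genes, 0.243 for CPP genes and 0.794 for *Foxf* targets, and with an estimated correlation alone 0.216 for ANP genes. Among the named genes other than *Lhx3/4*, *Foxf*, *Irxb* and *Hand.r*, the block added 26 calls and ended 0. The calls on *Lhx3/4*, *Foxf* and *Irxb* stood with the block.

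At an adjusted p of 0.01 the counts were 108 and 199, 3 and 29, 1 and 52, 1 down, 0 and 3, 6 and 25, and 0 and 1, and *Foxf* (2.04) and *Irxb* (1.91) were no longer called. With glmTreat against a 1.5-fold change they were 142 and 252, 6 up, 0 and 53, 2 down, 0 and 1, 10 and 29, and 0 and 1. The list of highest mean over all 6 libraries gave 17 up, and those of control replicates 1 and 3, tested without that library, 3 and 20 up. The 31 genes under the adhesion headings of Tab 5 gave 0 and 1. Against random lists of matched expression the falls of CPP genes lay below the mean (adjusted p = 0.816), where their share lay above that of all other genes.

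Leaving out 1 library gave 147 to 305 up and 246 to 426 down for all genes, 5 to 14 up for TFs, 2 to 14 up for ANP genes, 1 to 6 down for neural tube closure, 0 to 1 and 3 to 6 for migration and adhesion, 11 to 31 and 29 to 58 for CPP genes and 0 to 1 and 1 to 2 for *Foxf* targets. *Irxb* lay between 1.66 and 2.13. The share of TFs up had adjusted p = 0.0226 to 0.525, of ANP genes up 0.00269 to 0.119, of CPP genes down 0.222 to 0.965 and of *Foxf* targets up 0.334 to 1, camera on CPP genes 0.6 to 0.997, and rises made up 23.2% to 34.8% of CPP calls. The directions of camera on CPP genes (without *Lhx3/4* replicate 3), of the CPP share of falls (without *Lhx3/4* replicate 1) and of the *Foxf* share of rises (without control replicate 1 or *Lhx3/4* replicate 2 or 3) reversed, and none of these passed the test either way. RLE, library totals and the other count filters moved no count of a list by over 1.5 times, and no named gene reversed its direction in any setting. In simulated libraries without pairing, 3 a group, edgeR without the block recovered 6 of 99 genes changed 2-fold, edgeR with it 0 and DESeq2 25, with 3, 7 and 27 false calls among unchanged genes, and paired libraries were not simulated.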

Differences from the paper's values

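The paper's counts use DESeq2 at the same thresholds. Apart from those given as chosen after seeing the values, the alternatives were set before the data were examined, and for each pair of values those not named did not close the gap. Adjustment over a list alone and counts at an unadjusted p are kept apart from these alternatives. The former is named where, without the block, it closes a gap. The paper has 567 genes up and 865 down, against 252 and 398 here, and DESeq2 (478 and 746) and the replicate block (644 and 947) fall within 1.5 times the paper's values. DESeq2 drops 102 of the paper's 567 and 143 of its 865, and the block 95 and 156.

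For highly expressed ANP genes the paper has 10 up, against 5 here. DESeq2 (11), library totals (7), leaving out control replicate 3 (14) and adjustment over the list alone (7) close the gap, and the block (20) does not. For transcription factors S2 Appendix has 23 up, against 10, closed by DESeq2 (22), the block (30) and adjustment over the list alone (21). For neural tube closure the paper has 10 down, against 5, closed by DESeq2 (10) and the block (11). S2 Appendix has 1 up, against 0, which none of the alternatives set beforehand closes, though the block adjusted over the list alone gives 1. For migration and adhesion S2 Appendix has 2 up, against 1, closed by DESeq2 (2) and the block (3), and 8 down, against 5, closed by DESeq2 (9), the block (10) and leaving out control replicate 1 or 3 (6 each). For CPP genes the paper has 83 down, against 49, closed by DESeq2 (80) and by leaving out control replicate 3 (58) but not by the block (138), and 53 up, against 25, closed by DESeq2 (50) and the block (66). For *Foxf* targets the paper has 3 up, against 1, closed by DESeq2, the block and adjustment over the list alone (2 each).

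The authors' p-values over the genes kept, chosen after seeing the values, give 571 up and 846 down and drop 6 and 29 of the paper's calls. In the lists this same alternative, chosen after seeing the values, gives 23 transcription factors up, 11 ANP genes up, 1 and 10 neural tube closure genes, 2 and 8 migration and adhesion genes, 56 and 83 CPP genes and 3 *Foxf* targets up, and drops 0 of the paper's calls in each of these. DESeq2 without the count filter, chosen after seeing the values, gives 511 and 799 and drops 68 and 91. In the lists DESeq2 without the count filter, chosen after seeing the values, gives 23 transcription factors up (0 dropped), 10 ANP genes up (0 dropped), 10 neural tube closure genes down (1 dropped), 2 and 9 migration and adhesion genes (0 and 0 dropped), 49 and 81 CPP genes (4 and 3 dropped) and 2 *Foxf* targets up (1 dropped). DESeq2 with the replicate block, chosen after seeing the values, gives 800 and 1217 for all genes, both within 1.5 times the paper's values, and drops 44 and 67. In the lists DESeq2 with the replicate block, chosen after seeing the values, gives 34 transcription factors up (0 dropped), 13 neural tube closure genes down (0 dropped), 73 CPP genes up (4 dropped) and 2 *Foxf* targets up (1 dropped), while 2 neural tube closure genes up (the paper's 1 dropped), 21 ANP genes up, 159 CPP genes down and 4 and 13 migration and adhesion genes do not close the gap.

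The paper states 45 to 62 M reads per sample. The count tables sum to 78.3 to 101 M with the HTSeq summary lines, and reads assigned to genes came to 52.6 to 71.2 M. It gives 57 adhesion genes, and the copy of the list used here holds 31 unique IDs under its adhesion headings (claudins, laminins and cadherins). The IDs above those headings number 68, where the paper gives 53 genes of polarity and actin dynamics, and whether the headings mark the paper's own division was not settled. No alternative bears on these.

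The paper lists 96 of the genes tested here under a paired name, 55 up and 41 down in the authors' deposited table. Here 32 and 29 of them passed in the same direction, 35 did not pass and 0 passed in the opposite direction (edgeR), against 52 and 39 by DESeq2 and 51 and 37 with the block. The authors' p-values over the genes kept, chosen after seeing the values, call 55 and 41 and drop 0, DESeq2 without the count filter, likewise chosen after seeing the values, calls 52 and 39 and drops 5, and DESeq2 with the replicate block, likewise chosen after seeing the values, calls 51 and 41 and drops 4. Of the 35, library totals also called *Vsx*, *COL18A1*, *TTLL12* and *SUV39H2*, and the 3 other count filters *TTLL12*. Leaving out control replicate 1 called *CDH18*, *SOD2* and *HHEX*, control replicate 2 *CLDN18*, *ENPP3* and *RUSC1*, control replicate 3 *PCNX2*, *Vsx*, *TTLL12* and *TBX6*, *Lhx3/4* replicate 1 *MRC1*, *GSTM3* and *SUV39H2*, and *Lhx3/4* replicate 2 or 3 *NCAN*.

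The paper names *Hand.r*, *GLIPR2* and *Vsx* as up and orthologs of *CDH18* and a laminin (*LAMA2*) as down, and these did not pass here (adjusted p = 0.173, 0.128, 0.0544, 0.0953 and 0.077 from edgeR). DESeq2 and the block called all 5, *Vsx* also passed with library totals (0.0498) or without control replicate 3 (0.0314), and *CDH18* without control replicate 1 (0.0383). *Foxf* and *Irxb*, which it names beside *Hand.r*, did pass, as did *FHOD3* and *CTNNAL1* beside *GLIPR2*. It names *PLEC* as up, and Fig 6F lists *FGFR3* as up. Both were called only with the authors' p-values over the genes kept (adjusted p = 0.00236 and 0.00612), an alternative chosen after seeing the values, which drops 0 of the paper's 53 CPP rises and 0 of its neural tube closure calls. The paper ranks *EPHA3* first and *THSD7A* second among rises. Here *EPHA3* had a ratio of 3190 and *THSD7A*, with no control read, a bound of at least 349-fold, which sets no order between them.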

Other observations

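Fold changes here are from edgeR without the block, and the alternatives given beside them, the replicate block and leaving out single libraries, were set before the data were examined, so that no test in this part was chosen after its result was seen.

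Several CPP genes not described above rose with *Lhx3/4*. The homolog of *FUT8*, a fucosyltransferase, went from 2.87 ± 0.699 to 17.7 ± 10.5 CPM (SD, n = 3 each), a log2 fold change of 2.62 (standard error 0.53, adjusted p = 0.033 from edgeR, and 0.0664 to 0.133 without any one library other than *Lhx3/4* replicate 2). The homolog of *SULF1*, an extracellular sulfatase, had a log2 fold change of 1.37 (standard error 0.25, adjusted p = 0.0222 from edgeR, and 0.077 to 0.0863 without control replicate 1 or 2 or *Lhx3/4* replicate 2 or 3). *ZAN* had 2.58 (standard error 0.28, adjusted p = 0.00269 from edgeR). Among falls, *MAP10*, a microtubule-associated protein, had -2.86 (standard error 0.26, adjusted p = 0.00126 from edgeR).

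A pair of gene models carry the homolog name *MRC1*, a mannose receptor. KH.C9.615 rose from 0.454 ± 0.176 to 3.93 ± 0.518 CPM (SD, n = 3 each), with a log2 fold change of 3.11 (standard error 0.48, adjusted p = 0.0103 from edgeR, and 0.0502 without control replicate 2). KH.C4.616 had 4, 15 and 30 reads in control replicates 1, 2 and 3 and 1, 1191 and 1200 in *Lhx3/4* replicates 1, 2 and 3. Its groups overlap and it did not pass (adjusted p = 0.159 from edgeR, 0.0185 with the replicate number as a block and 0.00946 without *Lhx3/4* replicate 1). The homolog of *TBX6* (KH.S654.1), a T-box factor, had 99, 15 and 17 reads in control replicates 1, 2 and 3 and 1, 1 and 0 in the *Lhx3/4* libraries, a ratio of 69.3-fold lower (95% counting interval 18.8 to 579, counting error only). It did not pass (adjusted p = 0.0595 from edgeR, 0.0191 with the block and 0.0474 without control replicate 3).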
